# Robust manipulation of the behavior of *Drosophila melanogaster* by a fungal pathogen in the laboratory

**DOI:** 10.7554/eLife.34414

**Published:** 2018-07-26

**Authors:** Carolyn Elya, Tin Ching Lok, Quinn E Spencer, Hayley McCausland, Ciera C Martinez, Michael Eisen

**Keywords:** behavior manipulation, entomopathogen, zombie flies, *Entomophthora muscae*, *D. melanogaster*

## Abstract

Many microbes induce striking behavioral changes in their animal hosts, but how they achieve this is poorly understood, especially at the molecular level. Mechanistic understanding has been largely constrained by the lack of an experimental system amenable to molecular manipulation. We recently discovered a strain of the behavior-manipulating fungal pathogen *Entomophthora muscae* infecting wild *Drosophila*, and established methods to infect *D. melanogaster* in the lab. Lab-infected flies manifest the moribund behaviors characteristic of *E. muscae* infection: hours before death, they climb upward, extend their proboscides, affixing in place, then raise their wings, clearing a path for infectious spores to launch from their abdomens. We found that *E. muscae* invades the nervous system, suggesting a direct means by which the fungus could induce behavioral changes. Given the vast molecular toolkit available for *D. melanogaster*, we believe this new system will enable rapid progress in understanding how *E. muscae* manipulates host behavior.

## eLife digest

We are surrounded by billions of microbes, many of which live on or even inside us. With some of these tiny creatures we share a mutually beneficial relationship, and they help to protect and nourish us in return for food and shelter. But some microbes have taken this relationship a step further and evolved the ability to manipulate the behavior of their host animals to their advantage.

For example, certain fungi can hijack the nervous systems of ants, turning them into ‘zombies’ that are forced to climb to the precise height of a plant with the right conditions for the fungus to grow. Another fungus, called *Entomophthora muscae,* induces a similar behavior in flies. Like with the ants, this fungus forces the flies to climb to a high location and to attach themselves to the plant with their mouthparts, so providing a basis for the fungus to grow.

Due to the lack of knowledge and tools that allow us to study the genes and cells of many of these host species, it remains unclear how these microbes can manipulate other animals and change their behavior. Now, Elya et al. wanted to find out whether this process can be examined in a well-known ‘model organism’, the fruit fly.

The fruit flies were infected with *E. muscae* obtained from the wild and activity patterns in the genes of both organisms were tracked. One day after infection with the fungus, the flies developed a strong immune response to the invader, and many genes involved in the immune system were overactive. After two days, the fungus started to adopt the shape that eventually kills the flies and began to invade the nervous system. By the third day, the fungus had spread throughout the body and most flies died around four to five days following infection. Two to three hours after the flies had died, the digestive and reproductive systems had been consumed by the fungus and the nervous system was in the process of being degraded.

Contrary to other infected organisms, the fungus got inside the fly’s nervous system during the early stages of infection. This could be an important clue as to how the fungus changes the fly’s behavior, but more research is needed to confirm this. The techniques developed in the study of Elya et al. can now be used to study how exactly microbes affect their hosts. A better knowledge of the relationship between these organisms will provide new insight into how animal behaviors are encoded and generated.

## Introduction

Among the most extraordinary products of evolution are microorganisms that can manipulate animal behavior to their advantage. Some of the best characterized examples of this phenomenon are found within the entomopathogenic fungi, fungal species that parasitize insect hosts. The ability to precisely manipulate insect behavior has evolved independently multiple times within the fungal kingdom and the hosts of these fungi span many insect orders (Araújo and Hughes, 2016). While some behaviorally-manipulating entomopathogenic fungi have been known to science since the mid nineteenth century, others are only now being discovered and described (Steinkraus et al., 2017; Hodge et al., 2017; Cohn, 1855; Hughes et al., 2011; Arthur, 1886; Humber, 1976). Despite substantial progress made in understanding the ecology and phylogeny of these organisms, the molecular mechanisms by which entomopathogenic fungi hijack the animal nervous system have remained elusive.

Recent molecular and genomic studies of the ant parasite *Ophiocordyceps unilateralis* highlight the opportunities and challenges in studying entomopathogenic fungi of non-model organism hosts. This so- called ‘zombie ant fungus’ induces an infected ant to climb to a high place and affix itself in place using its mandibles before succumbing to the infection, whereupon the ascomycete devours the insect’s tissue as a fruiting body emerges from behind the ant’s head and pronotum.

Metabolomic analysis of host brains cultured ex vivo in the presence of *O. unilateralis* has found that the fungus secretes specific sets of metabolites in response to being grown with ex vivo dissected brains from its natural hosts (de Bekker et al., 2014). Transcriptomic measurements of the heads of infected ants during and after behavior manipulation revealed changes in the expression of fungal genes responsible for secreted factors and enterotoxins, while changes in ant gene expression indicate a dampened immune response during biting (de Bekker et al., 2015). Most recently, microscopy data has shown that *O. unilateralis* does not invade host neural tissue and instead, forms complex fungal networks around host mandibular muscle, which could reflect intercellular communication within the fungus inside the ant body cavity (Fredericksen et al., 2017). While this work has helped elucidate the molecular basis of behavioral manipulation, further progress with limited by the lack of established genetic tools in either the fungus or the host and neurobiological tools in the host.

Intriguingly, a similar suite of behaviors are induced in dipterans by the distantly related Zygomycete fungi within the *Entomophthora muscae* species complex (Keller, 1984; MacLeod et al., 1976). *E. muscae,* whose genus name *Entomophthora* comes from the Greek ‘entomo’ for insect and ‘phthora’ for destroyer, was first described in house flies (*Musca domestica*) in 1855 (Cohn, 1855). A fly infected with *E. muscae* exhibits a characteristic set of fungus-induced behaviors: shortly before sunset on its final day of life, the fly climbs to a high location (a behavior known as ‘summiting’), extends its proboscis and becomes affixed to the surface via fungal holdfasts, hyphal growths that emerge through the mouthparts (Roy et al., 2006; Balazy, 1984; Krasnoff et al., 1995). The fly’s wings then lift up and away from its dorsal abdomen, striking a final death pose that is thought to be ideal for fungal dispersal (Krasnoff et al., 1995).

Over the course of the next few hours, the fungus differentiates into structures called conidiophores within the dead fly. Conidiophores emerge through the weakest points in the fly’s cuticle, typically the intersegmental membranes of the dorsal abdomen, giving the cadavers a distinct banding pattern (Brobyn and Wilding, 1983). A primary conidium (also referred to as a ‘spore’) forms at the tip of each conidiophore; once mature, these conidia are forcibly ejected into the surrounding environment in order to land on the cuticle of a susceptible fly host (Mullens and Rodriguez, 1985; Mullens et al., 1987).

Launched primary conidia are polynucleated, campanulate (bell-shaped) and are surrounded by a sticky ‘halo’ that serves to adhere the conidium where it lands. If successful in landing on the cuticle of a new host, the conidium germinates, using both mechanical and enzymatic force to bore through the cuticle and into the fly’s hemolymph (Brobyn and Wilding, 1983; Charnley, 1984). If the primary conidium misses its target or fails to germinate upon landing on the host (Watson and Petersen, 1993), it can sporulate anew to generate a smaller secondary conidium (Mullens and Rodriguez, 1985). Off-target conidia can continue to re-sporulate and give rise to smaller, higher order conidia until a host is reached or resources are exhausted (Mullens and Rodriguez, 1985). Once inside the fly, the fungus is initially sustained by nutrients in the hemolymph and then later consumes the fat body as an energy source (Brobyn and Wilding, 1983). When available resources are depleted, the fungus elicits the previously-described end-of-life behaviors and the fungal life cycle begins again.

The *E. muscae* species complex consists of several genetically, though not always morphologically, distinct species that are capable of infecting dipterans in a variety of fly families (most frequently Muscidae) (Keller, 2002, 2007). In the wild, species within the *E. muscae* species complex have been observed to infect more than one host species (Mullens et al., 1987; Klingen et al., 2000). However, recent molecular evidence suggests that there may be additional host specialization within some *E. muscae* complex species (Gryganskyi et al., 2013; Jensen et al., 2009). In the laboratory, a range of fly species can be infected and killed by *E. muscae*, though not all infected hosts manifest the stereotypical end-of-life behaviors, and susceptibility has not been found to track with host phylogeny (Steinkraus and Kramer, 1987; Kramer and Steinkraus, 1981). *E. muscae* has almost exclusively been observed and studied in muscoid flies (especially the house fly, *Musca domestica*), organisms for which very few experimental tools exist (Keller, 2007). Thus, despite inspiring curiosity and intrigue for over a century, how *E. muscae* achieves control of its host remains poorly understood, with essentially no information as to what is occurring at the molecular level in either fungus or host.

Although there have been only a few reports of *E. muscae* infection in wild *Drosophila* (Keller, 2002; Turian and Wuest, 1969; Goldstein, 1927), we observed several wild *Drosophila* in separate sites in Northern California with the characteristic death pose and fungal banding of *E. muscae* infections, and saw an opportunity to study a behavior-changing fungus in the laboratory species, *Drosophila melanogaster*. Here, we describe the isolation and subsequent characterization of this *E. muscae* strain and its impact on *D. melanogaster* behavior in the laboratory, and present the *E. muscae-D. melanogaster* system as a model for developing a mechanistic understanding of parasitic manipulation of host behavior.

## Results

### Discovery and isolation of *E. muscae* from wild *Drosophila*

We began collecting wild *Drosophila* in a several field sites in Northern California in fall 2014 as part of several unrelated projects (Quan and Eisen, 2018; Elya et al., 2017), and noticed several individuals of multiple *Drosophila* species that appeared to have been killed by *E. muscae* (Supplementary file 1). Although these flies had all ejected most or all of their spores, we were able to confirm the identity of the fungus by genotyping cadavers at the ITS and 28S (LSU) rDNA loci (Figure 1—figure supplement 1B,C).

In June 2015, we established a stable food source (organic fruits in a clean dish pan, referred to henceforth as the ‘fendel’) at a field site in Berkeley, CA to collect wild *Drosophila* for a separate study (see [Elya et al., 2016]). In late July 2015, we noticed that several flies had died at this site with raised wings at the bottom of the fendel and, upon closer inspection, observed remnants of fungal growth and sporulation on these dead flies (Figure 1—figure supplement 1A). We suspected that these animals had been killed by the fungal pathogen *Entomophthora muscae*, though there have been only a few reports of *E. muscae* infection in wild *Drosophila* (Keller, 2002; Turian and Wuest, 1969; Goldstein, 1927).

We confirmed that these flies had been killed by *E. muscae* by genotyping a dozen representative cadavers (Figure 1—figure supplement 1B,C). PCR genotyping of the host at the cytochrome oxidase II (COII) locus (Liu and Beckenbach, 1992) demonstrated that susceptible host species included *D. melanogaster*, *D. immigrans, D. simulans* and *D. hydei*, which are all commonly observed in Berkeley, CA. The fungal sequences for all of the typed cadavers at this site and others were identical at these two loci, consistent with one *E. muscae* strain being responsible for this epizootic event.

Species identification within the *E. muscae* species complex (which will hereafter be referred to as *E. muscae*) has historically relied on conidial morphology (and, to a lesser extent, host species), but is expanding to include molecular data (Hajek et al., 2012). Still, the taxonomic boundaries between strains and species within this group are still unclear. To distinguish our strain (or possibly species) from others reported, we will henceforth refer to our isolate as *E. muscae* 'Berkeley'.

We were intrigued by the possibility that the presence of *E. muscae* in *Drosophila* would allow us to establish an infection in lab-reared flies. However, our initial observations were all of dead flies that had already ejected their spores (Figure 1—figure supplement 1A). Studies in *M. domestica* have shown that, at room temperature, the majority of *E. muscae’*s infectious spores are ejected within the first approximately twelve hours of an infected host’s death, and lose infectivity within 48 hr of landing on a non-host substrate (Kalsbeek et al., 2001). Thus, to culture *E. muscae* 'Berkeley' we needed to procure freshly-killed flies to ensure access to viable conidia.

The repeated observation of *E. muscae* 'Berkeley'*-*killed *Drosophila* demonstrated that the infection was circulating in the population of flies at our field site. We therefore reasoned that some of the flies that were visiting our fendel should be infected. Previous *E. muscae* research had demonstrated that the fungus only kills hosts once a day, around sunset (Krasnoff et al., 1995). Thus, we collected flies once every morning (1–2 hr after sunrise) from the fendel and monitored them nightly (1–3 hr after sunset), looking for animals that had recently died in the stereotyped death pose (Figure 1).

**Figure 1.**
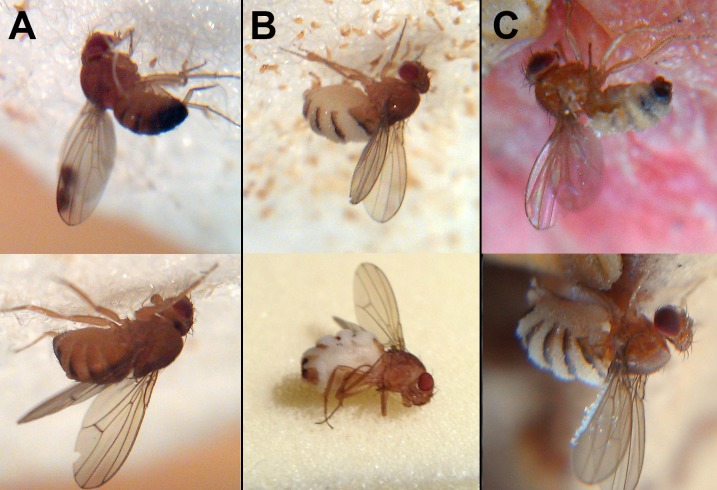
Wild drosophilids killed by *Entomophthora muscae* ‘Berkeley’. (**A**) Cadavers found among sampled flies 65 min (above) and 40 min (below) after sunset. *E. muscae* 'Berkeley' has not grown through the host cuticle. (**B**) Cadavers found among sampled flies 120 min (above) and 160 min (below) after sunset. *E. muscae* 'Berkeley' has grown through the host cuticle and will soon start to eject conidia. (**C**) Cadavers as discovered in situ in fendel at least 12 hr after sunset. *E. muscae* 'Berkeley' has grown through the host cuticle and ejected conidia, some of which have landed on the cadavers’ wings. With the exception of the lower image in panel B, all flies were photographed adhered to the substrate in situ.

**Figure 1—figure supplement 1.**
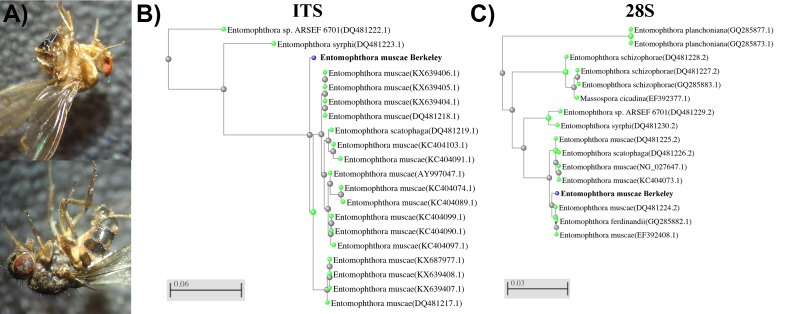
Discovery of *E. muscae* 'Berkeley'. (**A**) *E. muscae* 'Berkeley'-killed cadavers discovered in bait on July 25, 2015. Note remnants of fungal growth through the intersegmental membrane of dorsal abdomen (above and below) and spores deposited on wings (above and below) and legs (below). (**B, C**) BLAST (blastn) results as trees (fast minimum evolution) for (**B**) consensus *E. muscae* 'Berkeley' ITS (13 sequences) and (**C**) *E. muscae* 'Berkeley' 28S (11 sequences). Gray legend bars show difference in percent identity between sequences.

**Figure 1—figure supplement 2.**
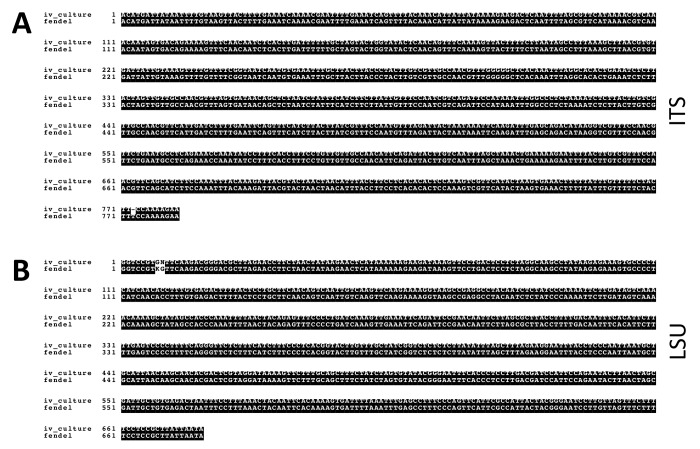
Confirmation that *E. muscae* 'Berkeley' is growing in vitro. (**A**) Alignment of ITS region from in vitro culture (iv_culture) and consensus ITS sequence from fendel cadavers (fendel). (**B**) Same as A, but for LSU region.

**Figure 1—figure supplement 3.**
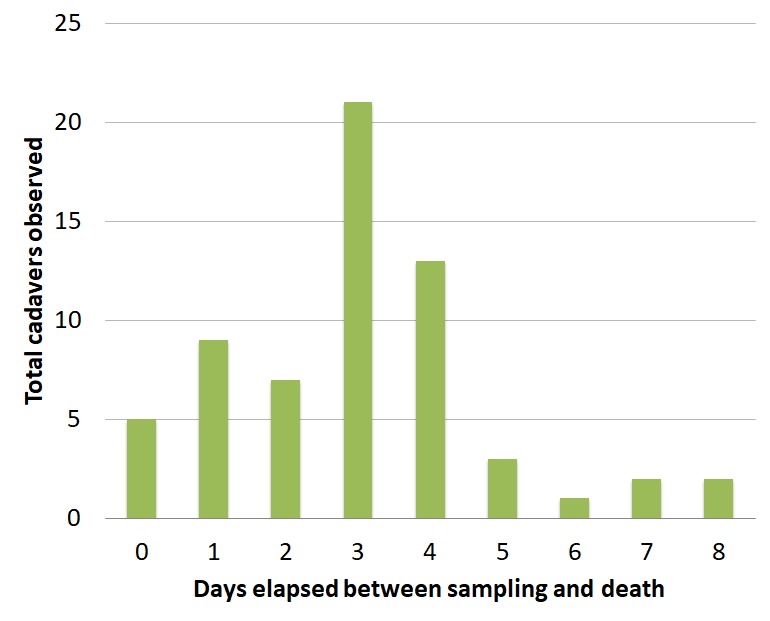
Time between capture of wild *Drosophila* and death by *E. muscae* infection when housed on Koshland diet. Flies were housed at ambient temperature and humidity in a second-story apartment during August and September 2015 in Berkeley, CA. A total of 63 cadavers of wild *Drosophila* were observed out of approximately 900 flies aspirated and monitored during this time.

Using a single, wild *D. hydei* cadaver, we first established a culture of *E. muscae '*Berkeley' in vitro, by inoculating liquid media previously reported to support *E. muscae* growth (Hajek et al., 2012). Genotyping the resultant culture at both the ITS and 28S loci verified that we had isolated the same strain as the one that had killed the previously observed cadavers (Figure 1—figure supplement 2).

To establish an in vivo infection, wild cadavers were co-housed overnight in a confined space with healthy, lab-reared CantonS *D. melanogaster*, and exposed flies were monitored nightly for two weeks to identify *E. muscae* 'Berkeley' cadavers. We repeated this process daily for several weeks before we were able to passage the infection. For the first few weeks, we housed exposed flies on standard fly diet, which contained a small amount of the preservative tegosept (0.09%). We did not anticipate that this would be problematic since infected wild flies still died of infection after being housed on this diet for up to eight days (Figure 1—figure supplement 3). However, it was only when we began housing flies on food devoid of the preservative tegosept that we were able to successfully passage the infection to lab-reared flies.

Once we had transferred *E. muscae* 'Berkeley' to lab-reared flies, we assessed the impacts of several variables on infection efficacy, ultimately arriving at an optimized propagation protocol (Figure 2—figure supplement 1). Briefly, *E. muscae* infection is passaged to new flies by embedding six freshly-killed, infected cadavers headfirst in sucrose agar and confining 50 young (eclosed within the past 24 hr) CantonS adults of mixed sex with these cadavers for 24 hr in a cool, humid environment (18°C with saturating humidity) on an inverted 12:12 light:dark cycle. At 1 day (24 hr) post-exposure, confinement is relieved and flies are transferred to a slightly warmer temperature (21°C) and lower humidity (60%). At 2 days (48 hr post-exposure), flies are transferred to fresh medium that lacks tegosept but includes a small quantity of propionic acid to stymie bacterial growth. At 3–7 days (72–144 hr) post-exposure, flies are monitored daily for death by fungus.

### Description of *E. muscae* 'Berkeley' infection in CantonS flies

With *E. muscae* 'Berkeley' stably propagating in vivo, we next focused on carefully observing the process of infection in CantonS flies. By eye, infected flies are hard to distinguish from their healthy counterparts, both morphologically and behaviorally, until they begin to exhibit end-of-life behaviors (Figure 2A). Exposed flies bear melanized scars that form following spore entry through the cuticle, which are most apparent when the point of entry is the pale ventral abdomen. However, not all flies that are penetrated by the fungus are successfully infected and killed, as we have observed animals with scarring that survive beyond seven days after exposure, and have found that housing exposed flies on diet with anti- fungal significantly improves survival (Figure 2—figure supplement 1E). At 72 hr after exposure and beyond, infected flies generally have more opaque abdomens than uninfected flies due to abundant fungal growth. Under our conditions, ~80% of CantonS flies are killed four to seven days (96–168 hr) after exposure to *E. muscae* 'Berkeley', with the majority of deaths occurring at 96 and 120 hr (Figure 2B). While by eye infected animals behave normally until the onset of end-of-life behaviors, analysis of infected fly activity revealed that infected flies exhibit a marked decrease in total activity compared to healthy counterparts beginning about 36 hr before time of death, which presently is the best indication of imminent mortality for a given fly (Figure 2C).

**Figure 2.**
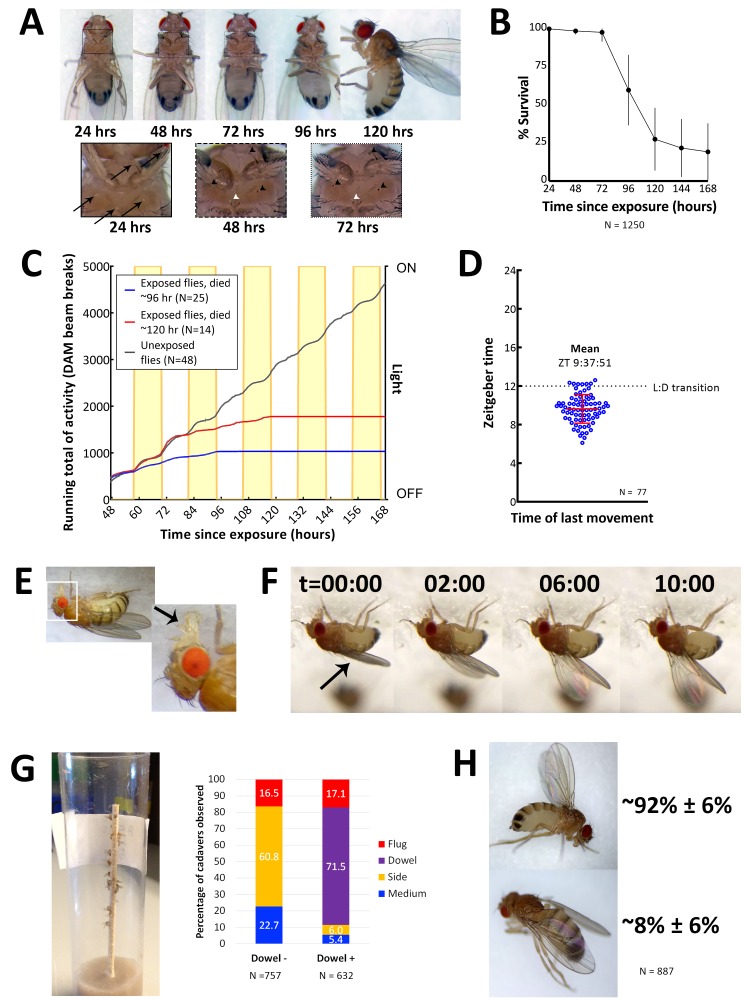
Characteristics of *E. muscae* 'Berkeley' infected CantonS. (**A**) A typical female fly over the course of infection. Arrows denote conidia that have landed on the cuticle but not yet bored into the hemolymph. Arrowheads indicate melanization of the fly cuticle that has occurred in response to conidia boring into hemolymph. (**B**) Survival curve for flies infected as per standardized protocol (Figure 2—figure supplement 1). Error bars show standard deviation. (**C**) Activity profile of control flies or *E. muscae* 'Berkeley'-infected flies measured using the *Drosophila* activity monitor (DAM). Yellow rectangles indicate photophase in the 12:12 light:dark cycle. Error bars show standard deviation. (**D**) Time of last movement as measured using the DAM. Each blue circle represents the time of last movement observed for one cadaver. Flies were exposed to *E. muscae* 'Berkeley' as per standardized protocol. Dotted line indicates the light-dark transition (L:D transition). Error bars show standard deviation. (**E**) *E. muscae* 'Berkeley'-infected fly exhibiting proboscis extension tens of minutes before death. Arrow indicates extended proboscis adhered to the surface. Real time footage of an *E. muscae* 'Berkeley'-infected fly undergoing proboscis extension is available as Video 1. (**F**) *E. muscae* 'Berkeley'-infected fly exhibiting wing raising immediately prior to death. Arrow indicates original positioning of wings. Time elapsed is given in minutes:seconds. Real time footage of an *E. muscae* 'Berkeley'-infected fly undergoing wing raising is available as Videos 2 and 3. (**G**) *E. muscae* 'Berkeley'-killed CantonS summited and adhered to a wooden dowel. Graph to the right indicates position of death for flies housed in vials without (Dowel -) or with (Dowel +) a wooden dowel. Percentages of cadavers observed in each location are superimposed on stacked bar plot. (**H**) Most commonly observed wing positions of *E. muscae* 'Berkeley'-killed CantonS. Complete wing raising is observed in most cadavers; wing lowering is consistently observed in a small fraction of cadavers.

**Figure 2—figure supplement 1.**
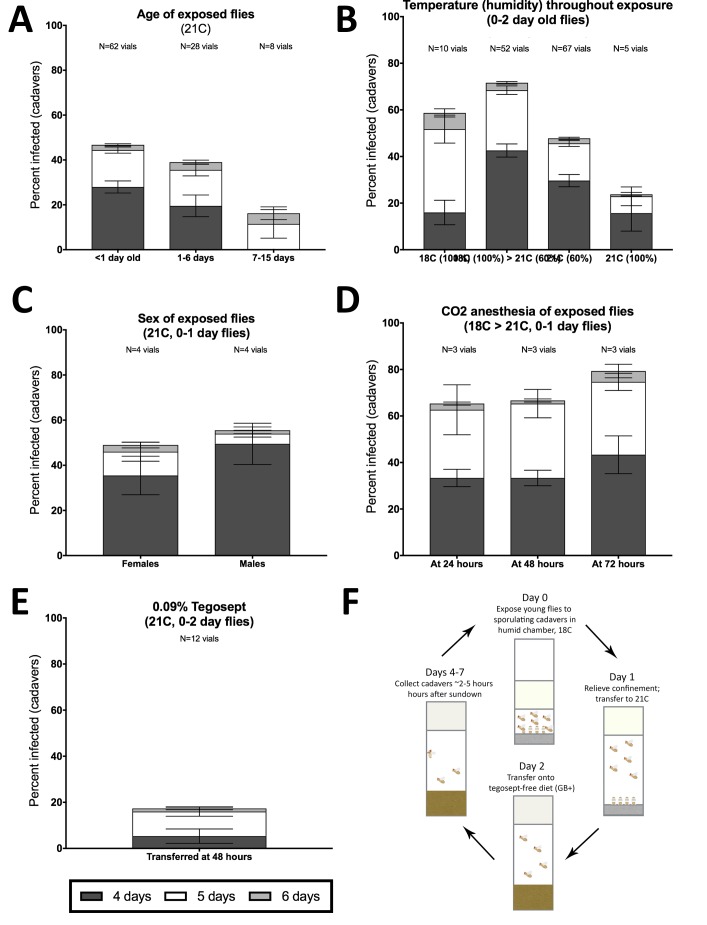
Optimization of in vivo *E. muscae* infection of CantonS WF *D. melanogaster* under laboratory conditions. (**A-E**) Percentage of infected cadavers at 96 hr (4 days), 120 hr (5 days) or 144 hr (6 days) after exposure to *E. muscae* 'Berkeley' upon varying (**A**) age; (**B**) sex; (**C**) temperature and humidity; (**D**) CO_2_ anesthesia for 20 min at the indicated post-exposure time or (**E**) housing on 0.09% tegosept for 120 hr beginning 48 hr after exposure. 18°C > 21°C indicates that vials were incubated 24 hr at 18°C, 100% humidity then transferred to 21C, ~60% humidity. If no percent is indicated, then humidity was ~60%. All vials used 4–6 cadavers to establish infection and were set up using the anesthesia-independent protocol. Replicate vials for each condition are shown above the graph. For all panels each vial contained 50 flies. Error bars show standard deviation. (**F**) Summary of method for in vivo propagation of *E. muscae* in CantonS WF *D. melanogaster*. Briefly, 50 healthy, young (eclosed within the last 24 hr) CantonS flies of mixed sex are confined within 2 cm of a circle of 6 cadavers embedded head-first in sucrose agar. Vials are incubated 24 hr at 18°C and ~100% humidity. On Day 1 (24 hours since exposure) the vial plugs are raised to the top of the vial and incubation continues for the next 24 hr at 21°C with ~60% humidity. On Day 2 (48 hours since exposure), flies are moved away from cadavers and onto GB+ diet. From Days 3–7 (96 to 168 hr since exposure), vials are monitored 2–5 hr following ‘sundown’ to collect fresh cadavers. These cadavers are then used to begin new vials (Day 0).

**Figure 2—figure supplement 2.**
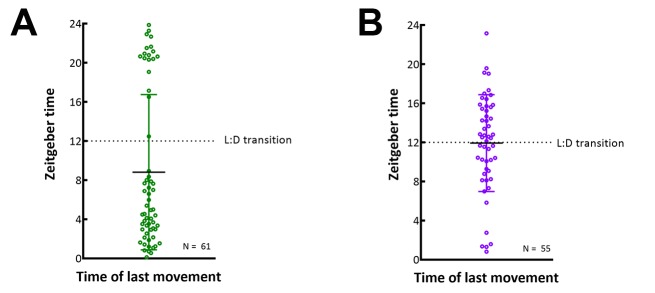
*E. muscae* 'Berkeley'-infected CantonS flies housed in constant darkness do not consistently die in a gated fashion. Each circle represents the time of last movement observed for one cadaver as detected by the DAM. Flies were raised on the indicated 12:12 light:dark cycle then exposed to *E. muscae* 'Berkeley' as per standardized protocol. Dotted line indicates the expected light- dark transition based on the entrained light cycle. (**A**) Flies entrained on a 12:12 light:dark cycle with photophase beginning at 1 am and scotophase beginning at 1 pm. (**B**) Flies entrained on a 12:12 light:dark cycle with photophase beginning at 7 pm and scotophase beginning at 7 am. Error bars show standard deviation.

On their last day of life, *E. muscae* 'Berkeley'*-*infected flies make their final movement between 0 and 5 hr before sunset (Figure 2D). Taking time of last movement as a proxy for time of death, this observation agrees with reports of *E. muscae* infections in house flies (Krasnoff et al., 1995). Also consistent with previous reports, flies exposed to *E. muscae* 'Berkeley' and housed under complete darkness die sporadically throughout the day rather than in a gated fashion (Figure 2—figure supplement 2, [Krasnoff et al., 1995]). As healthy flies housed for 168 hr in complete darkness maintain circadian rhythm, this suggests that environmental cues to either the fly and/or fungus are required to coordinate the timing of death, as has been previously suggested (Krasnoff et al., 1995).

On the last day of life, flies infected with *E. muscae* 'Berkeley' show a precipitous decline. The first portent of imminent death is that they cease to fly. Though they can still walk and are responsive to perturbations (i.e. poking with a paintbrush or jostling their container), they will not take flight. After they have lost the ability or inclination to fly, moribund flies will generally climb upward (if located on a vertical surface) or move towards a vertical surface. Most flies still appear to walk and climb normally, though a small percentage begin to exhibit a shaky and slowed gait as they climb. When provided a thin, wooden dowel as a summiting substrate, approximately 17% more flies die in elevated positions with most flies dying on the dowel itself (Figure 2G). Many flies reach elevated positions before they lose the ability (or desire) to continue moving (even when perturbed by the experimenter), but some succumb to immobility before they are able to leave the ground (~95 and ~5%, respectively, when provided with a wooden dowel; ~77 and 23%, respectively, in the absence of a dowel). Interestingly, we have noticed that when drips of medium are present on the side of a vial, flies that die on the side of the vial are preferentially found on these drips. It is unclear if this indicates a preference for the medium as a climbing substrate (versus the smooth plastic of a fly vial), are more easily adhered to than the surrounding plastic or if the flies are attempting to eat until their very last.

Once the moribund flies stops walking, virtually all extend their proboscides until they make contact with the surface on which they are standing (Figure 2E). The extension is shaky and occurs slowly relative to extension in response to a nutritive stimulus, and we have observed in multiple instances that the labella of infected flies do not spread as is typically observed when uninfected flies eat (see Video 1). As the proboscis is extended, small drops of clear liquid (presumed to be fungal secretions, [Balazy, 1984]) can be often observed on the proboscis tip. Typically, once the proboscis has made contact with the surface, many flies move their legs in what appears to be an apparent attempt to escape, but the material that emanates from the proboscis is sufficient to keep it anchored in place. After their proboscides have adhered, most (~92%) of flies then begin to raise their wings up and away from their dorsal abdomen (Figure 2F). This process takes on the order of 10 min, with wing raising occurring in small bursts, reminiscent of the inflation of a balloon (see Videos 2 and 3). Curiously, a persistent minority (~8%) of infected flies die with their wings lowered down onto their abdomen rather than with wings elevated (Figure 2H). Applying pressure to the thoraxes of flies like this causes their wings to ‘toggle’ into the upright position, suggesting that the same muscles may be involved in raising and lowering. Many flies continue to twitch their legs and antennae for several minutes after their wings have reached their final position but will shortly cease moving.

**Video 1.** *E. muscae* 'Berkeley'-infected CantonS fly undergoing end-of-life proboscis extension. Video recorded through the eyepiece of a dissecting microscope on a Nexus 5x phone (Google). Capture and playback are in real time.

**Video 2.** *E. muscae* 'Berkeley'-infected CantonS fly undergoing end-of-life wing raising, viewed from the side. Video was captured with a Nexus 5x phone (Google) and macro lens (Luxsure). Capture and playback are in real time.

**Video 3.** *E. muscae* 'Berkeley'-infected CantonS fly undergoing end-of-life wing raising, viewed head-on. Video was captured with a Nexus 5x phone (Google) and macro lens (Luxsure). Capture and playback are in real time.

After death, we observe conidiophores, conidia-launching structures, emerge through weak points in the fly’s cuticle, as has been described for *E. muscae* infections of other hosts (Brobyn and Wilding, 1983). We tracked this process in our flies (Video 4). Over the course of several minutes, each conidiophore forms a single primary conidium which initially emerges from the tip of the conidiophore as a small protrusion. The conidium enlarges as material is visibly transferred from the conidiophore into the growing conidium until it is forcibly ejected into the environment.

Using time lapse imaging, we observe that conidia begin to be ejected starting approximately five hours after sunset (Figure 3A ii). They continue to fire for several hours at ambient temperature and humidity (Figure 3A iii and iv). Conidia form and launch asynchronously within a given cadaver, and some conidiophores form conidia that are never launched.

**Figure 3.**
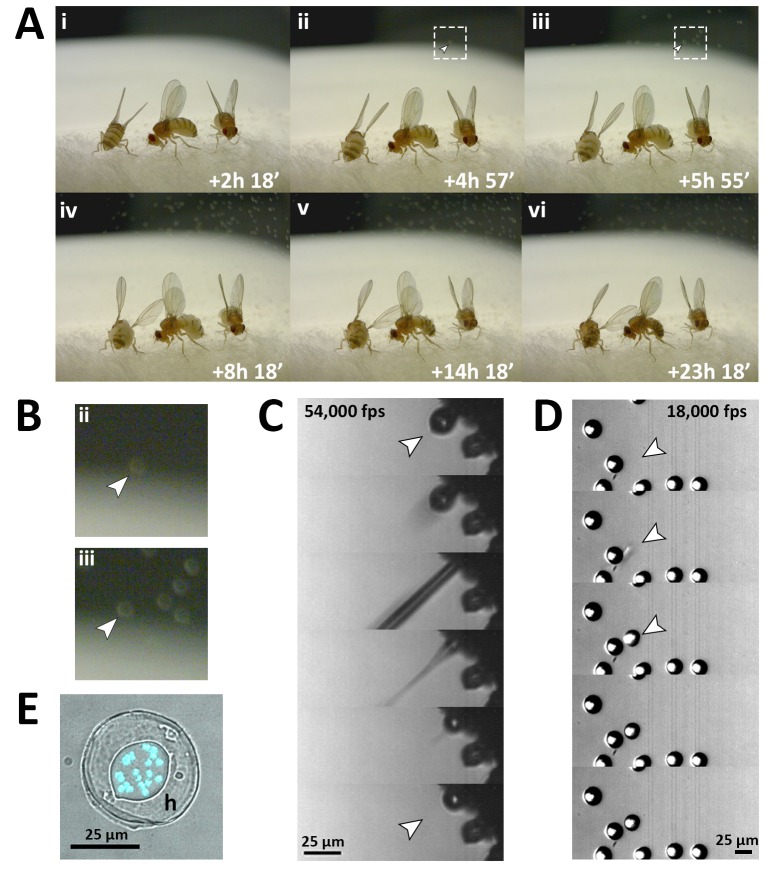
Fungal transmission from *E. muscae* 'Berkeley' killed cadavers. (**A**) Sporulation time lapse in. (**E**) muscae 'Berkeley' killed cadavers. Time listed in each frame is the time that has elapsed since the light- dark transition. One image was taken every minute for ~24 hr with three cadavers situated on a cotton plug at ambient temperature and humidity. The arrowhead in frames ii, iii and their respect enlarged insets in B indicates the first primary conidium observed to land on the camera’s lens, indicating the start of conidial ejection (i.e. sporulation). Animated time lapse available as Video 5. (**B**) Enlarged regions outlined in A. (**C**) Time lapse of the ejection of a primary conidium from a sporulating cadaver as captured at 54,000 frames per second (fps). Arrowheads indicate conidium that launches and the vacant conidiophore that remains after launch. Animated time lapse available as Video 6. (**D**) Time lapse of a primary conidium landing on the lid of a coverslip as captured at 18,000 fps. The conidium lands as one complete unit, supporting the fungal cannon mechanism of primary conidium ejection in *E. muscae*. Arrowheads indicates the position where the primary conidium lands (the conidium simply appears from one frame to the next). Animated time lapse available as Video 7. (**E**) Primary conidium adhered to glass coverslip and stained with fluorescent nuclear dye (Hoechst 33342). The conidium is surrounded by a halo of co-ejected material (h).

**Figure 3—figure supplement 1.**
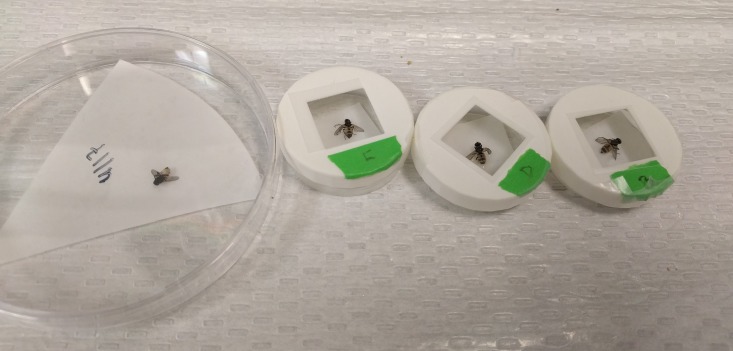
House flies (*M. domestica)* infected with *E. muscae* ‘Berkeley’ five to eight days after exposure to *E. muscae* ‘Berkeley’-killed *D. melanogaster* cadavers. House flies are shown placed in custom, 3D-printed chambers to aid spore collection for microscopy.

**Video 4.** Formation of primary conidia atop conidiophores. The intersegmental membranes of a fresh *E. muscae* 'Berkeley'-killed cadaver were imaged at 20x magnification every minute for 222 min beginning 4 hr and 10 min after sunset. The time lapse is played back at 10 fps. Scale bar is 50 µm.

**Video 5.** Animated time lapse of *E. muscae* 'Berkeley'-infected CantonS cadavers undergoing spore production and ejection. Sporulation time lapse in *E. muscae* 'Berkeley'-killed cadavers. Time listed at the top right corner of each frame is the time that has elapsed since the light-dark transition. One image was taken every minute for ~24 hr with three cadavers situated on a cotton plug at ambient temperature and humidity. Images are played back at 10 fps.

**Video 6.** A primary conidium is ejected from a conidiophore formed in an *E. muscae* 'Berkeley'- killed cadaver. Arrowheads indicate conidium that launches and the vacant conidiophore that remains after launch. Video was captured at 54,000 frames per second (fps) at 5x magnification; frames are played back at 5 fps. Scale bar is 25 µm.

**Video 7.** A primary conidium lands on the lid of a polystryene petri dish. The conidium lands as one complete unit, supporting the fungal cannon mechanism of primary conidium ejection in *E. muscae*. Video was captured at 18,000 fps at 5x magnification; frames are played back at 5 fps. Scale bar is 25 µm.

Using high-speed videography, we captured the motion of conidial ejection (Figure 3C), and determined that conidia leave the conidiophore at an initial velocity of ~20 miles per hour (~10 meters/second). These speeds are comparable to those observed in coprophilous fungi, which are among the fastest observed velocities of organisms relative to their size known in the natural world (Yafetto et al., 2008). In addition, we obtained high-speed footage of primary conidia landing (Figure 3D), which shows that conidia and halo land concurrently, an observation that supports the fungal canon mechanism of spore discharge (Humber, 1981). As previously described, a smaller conidium, called a secondary conidium, was observed to form from each of several primary conidia that had landed on non-productive surfaces (host wing or agar substrate) (Video 8).

**Video 8.** Formation of secondary conidia from off-target primaries. The wing of an *E. muscae* 'Berkeley'-killed cadaver was imaged at 20x magnification every minute for 361 min beginning 10 hr and 30 min after the light-dark transition. The time lapse is played back at 10 fps. Scale bar is 100 µm.

To compare *E. muscae* 'Berkeley' with other reported isolates, we collected primary conidia and measured their key morphological traits (e.g. Figure 3E). Our measurements are most similar to primary conidia from *E. muscae sensu strictu* rather than other members of the *E. muscae* species complex (Supplementary file 2). *E. muscae sensu strictu* isolates have often been observed to infect house flies (*Musca domestica*) (MacLeod et al., 1976; Keller, 2007). To gauge if *E. muscae* ‘Berkeley’ is capable of causing patent infection in hosts outside of Drosophilidae, we exposed house flies to *E. muscae* ‘Berkeley’-infected *D. melanogaster* using a modified version of our propagation protocol. We observed flies that died and subsequently sporulated, indicating that they had been killed by the fungus (Figure 3—figure supplement 1).

### Transcriptional profiles of *E. muscae* 'Berkeley' and *D. melanogaster* over the course of infection

To gain a first comprehensive look into how *E. muscae* 'Berkeley' infection progresses in *D. melanogaster* at the molecular level, we next measured how transcription changes in both host and fungus at 24 hr time points over 5 days. We knew that in any given exposure vial there are a mix of infected and uninfected animals and faced the complication that, early on, infected flies are phenotypically indistinguishable from uninfected animals. However, we felt confident that we would be able to distinguish infected from uninfected exposed based on the presence of *E. muscae* 'Berkeley' reads in the sample.

We collected six *E. muscae* 'Berkeley' exposed CantonS females at each 24, 48 and 72 hr, three exposed flies at 96 hr, and six fresh cadavers, three at each 96 and 120 hr. In parallel, we collected three CantonS females at each time point from a ‘mock’ exposure (housed under identical conditions but in the absence of cadavers). We prepared and sequenced mRNA libraries from each individual sampled.

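The whole-fly experiment comprised 42 libraries, each from 1 fly: 3 control flies at each of 24, 48, 72, 96 and 120 hr, 6 living exposed flies at each of 24, 48 and 72 hr, 3 living exposed flies at 96 hr, and 3 cadavers at each of 96 and 120 hr. According to the methods, the exposed flies of 24, 48 and 72 hr were taken as 2 from each of 3 vials, and the controls as 1 from each of 3 others. Control vials always came first at sampling, so the order of sampling goes with exposure. The labels do not give the vial, so flies were treated as independent, within and across time points. With the vial as the unit, 3 against 3 allow no exact p under 0.1. The libraries were sequenced in lanes 4 and 6, with 21 libraries in each. The 3 libraries labelled 96 hr exposed were all in lane 6 and the 3 labelled 96 hr cadaver were all in lane 4, so at 96 hr the state of the fly and the lane cannot be told apart. On fungal profiles, 4 of these libraries lay nearer the other state, so every result that uses them rests on labels in doubt. The authors aligned the reads with bowtie2, estimated TPM with Salmon, and deposited TPM for fly genes, for 82583 transcripts of the de novo fungal transcriptome and for 16986 annotated transcripts of the fungal genome. Each fungal table summed to 1000000 TPM in every library, controls included, so the values give neither the depth of a library nor its share of fungal reads, and the depth is unknown. The number of fly genes above 0 TPM ranged from 8989 to 13040 per library, and the smallest fly TPM above 0 from 0.0018 to 0.273. From these values, control and living exposed flies of the same time point were compared on log2(TPM + 1) with limma's moderated test with an intensity trend (2-sided), and genes with a Benjamini-Hochberg adjusted p under 0.05 were called different. The test covered the 10745 genes with at least 2 TPM in at least 3 of the 42 libraries. Fold changes are on the log2(TPM + 1) scale, which understates the change of genes with low TPM. The median gene was lower in exposed flies, and dividing each library by a median-of-ratios factor moved the median log2 fold change of all genes up by 0.286 at 24 hr, 0.111 at 48 hr, 0.432 at 72 hr, 0.357 at 96 hr and 0.318 over 24 to 96 hr; where this changes a direction, both values are given. AttA and AttB, CecA1 and CecA2, DptA and DptB, and the copies of each histone gene are related genes, whose sequences were not compared here. Reads could be split between related copies, so the values of single copies are uncertain. Coordinates are 1-based on Release 6 (BDGP6) of the fly genome.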

We sought to estimate both the fraction of reads from *D. melanogaster* and *E. muscae* in each sample, as a proxy for the presence of an infection and its progression, and relative levels of *D. melanogaster* and *E. muscae* transcripts in each sample. This process was complicated by the lack of a high quality annotated *E. muscae* genome, and by the presence of various other organisms (yeast in the food, bacteria in the fly- associated microbiome and viruses, as well as common read contaminants especially DNA from the coliphage phiX174 used to calibrate Illumina sequencers).

To overcome these limitations and both get a full accounting of reads (in each sample and to make conservative estimates of *E. muscae* abundance, we implemented a sequential alignment strategy in which we first aligned to *D. melanogaster* (protein-coding mRNAs, then non-coding RNAs, then the genome), then to common contaminants (the phiX174 genome, the genomes of *S. cerevisiae* and the genomes of other fungi, bacteria and viruses found in the sample; see Materials and methods) and then *E. muscae* (a de novo in vivo *E. muscae* transcriptome, a draft *E. muscae* genome annotation and the draft *E. muscae* genome). Only reads that failed to align to the previous references were used as inputs to the next reference, so that, in principle, we only align *E. muscae* reads to *E. muscae*. This strategy was effective in accounting for all reads as fewer than two percent of reads fail to align to any of the references.

We used two different sources of *E. muscae* transcripts - a de novo transcriptome assembled from infected flies and a preliminary annotation of the draft *E. muscae* genome - to ensure that we had as good coverage of the *E. muscae* transcriptome as possible. Because we aligned first to the *E. muscae* transcriptome, there should be limited redundancy between these sets, as only genome annotated transcripts not present in our transcriptome should have a significant numbers of reads aligned to them. The value of this process is evinced by the fact that a significant number of reads aligned to the annotated transcripts after alignment to the de novo transcriptome (approximately 10 percent as many as aligned to the transcriptome). The number of reads aligning to the *E. muscae* transcriptome and annotated transcripts are highly correlated across samples, suggesting that they are giving complementary information about the same source of reads. Subsequent analyses presented here use only reads that aligned to the annotated *D. melanogaster* mRNAs as representing *D. melanogaster* and the combination of reads aligning to our *E. muscae* 'Berkeley' transcriptome and annotated transcripts from the *E. muscae* genome to represent *E. muscae*.

We first examined the proportion of reads that aligned to host or fungus in each of our time course samples taken only the reads aligning to these references into consideration (Figure 4A). We observed that *E. muscae* 'Berkeley' reads are generally not detected until 72 hr after exposure at which point a significant portion of the total reads align to the *E. muscae* 'Berkeley' references. This likely reflects that the fungus is at low titer until between 48 and 72 hr, consistent with our observation that *E. muscae* 'Berkeley' rRNA is not reliably detectable by endpoint reverse transcription PCR until at least 72 hr after exposure (Figure 4—figure supplement 1). 

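The number of fungal transcripts above 0 TPM in each library was taken as a stand-in for the share of fungal reads, which the deposited values do not give. According to the methods, the de novo reference was assembled from exposed flies of this time course. Transcripts with too large a share of their TPM in uninfected flies were then removed. Low de novo counts in controls were thus partly set in advance, and tests of these counts are not independent evidence. The methods name no such removal for the annotated genome transcripts. At 24 hr, 4349 ± 1252 (SD, n = 3) of the de novo transcripts were above 0 in control flies and 7310.5 ± 2330.5 (SD, n = 6) in exposed flies, and 5 of 6 exposed flies lay above every control fly (exact permutation test, 2-sided, p = 0.107, adjusted p = 0.122 over 8 such tests in whole flies). At 48 hr the numbers were 4662 ± 1423 (SD, n = 3) and 16373 ± 9080 (SD, n = 6), with 6 of 6 exposed flies above the controls (exact p = 0.0476, adjusted p = 0.0952). At 72 hr they were 5479 ± 2242 (SD, n = 3) and 47972 ± 11872 (SD, n = 6), again without overlap (exact p = 0.0119, adjusted p = 0.0317). An exact p of 0.0119 is the smallest that 3 flies against 6 allow, if flies of 1 vial are independent. At 96 hr they were 6291 ± 3101 and 48306 ± 11564 (SD, n = 3 each), where the exact p of 0.1 is the smallest that 3 against 3 allow. Within lane 4, the 24 hr controls had 3093 and 4357 transcripts above 0 and the exposed flies 3281 to 7938. Within lane 6, the only 24 hr control had 5597 and the exposed flies 7398 to 10550. At 48 hr the exposed flies of lane 4 had 9691 to 19995 against 3024 in the control, and those of lane 6 had 8055 to 32708 against 5369 and 5592. At 72 hr the exposed flies of lane 4 had 31358 to 61555 against 2938 and 7178, and those of lane 6 had 39099 to 60697 against 6322. Each lane held too few flies of a time point for an exact test to pass a threshold. Of the annotated genome transcripts, which the authors quantified with reads left over from the de novo transcriptome, 298 ± 61 (SD, n = 3) were above 0 in 24 hr controls and 725 ± 206 (SD, n = 6) in 24 hr exposed flies, with all 6 exposed flies above the controls (exact p = 0.0119, adjusted p = 0.0317). At 48 hr the ranges overlapped, with 196 to 353 in controls and 230 to 2542 in exposed flies (exact p = 0.31, adjusted p = 0.31), and at 72 hr they were 201 to 431 and 1329 to 3907 (exact p = 0.0119, adjusted p = 0.0317). The paper proposes a low fungal titer until some time between 48 and 72 hr. It cites the rise in fungal reads at 72 hr and RT-PCR, which did not reliably detect fungal rRNA before 72 hr. According to the methods, exposed flies were preferably those with signs of fungal contact, such as spores on the cuticle.

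**Figure D1:**
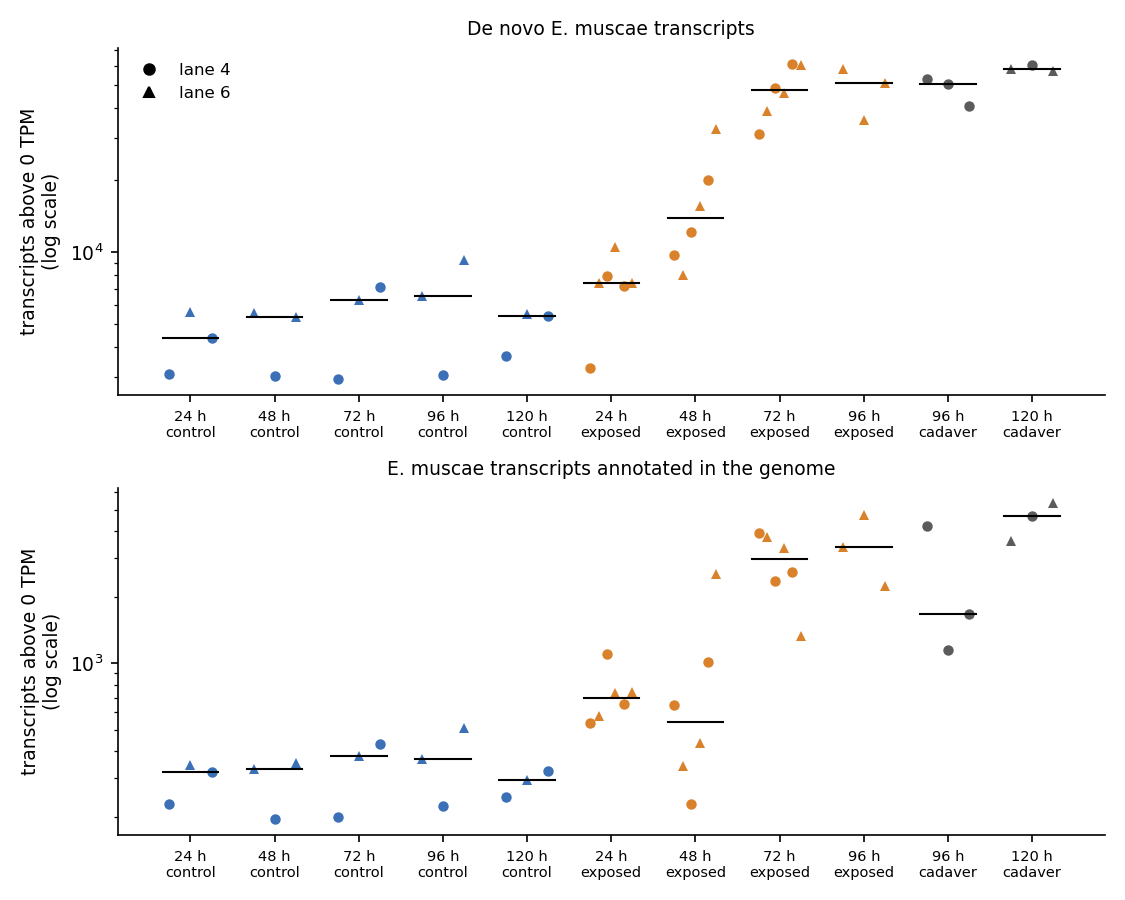
Number of fungal transcripts above 0 TPM (vertical axis) in each whole-fly library by hours after exposure (horizontal axis) and group; each point is 1 fly. Exposed flies of 72 hr sit between 31358 and 61555 de novo transcripts, and their controls between 2938 and 7178.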

Cadavers vary in the proportion of *E. muscae* mRNA compared to *D. melanogaster* mRNA, which likely negatively correlates with the amount of remaining, intact fly tissue. Strikingly, two of our cadavers show only trace amounts of *D. melanogaster* RNA at the point of sampling.

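Among the 6 cadavers, the libraries labelled 120 hr cadaver 2 and 120 hr cadaver 3 had the fewest fly genes above 0 TPM, 8989 and 9292, and the other 4 had between 10852 and 12209. The 3 control flies of 120 hr had between 11763 and 12349. The smallest fly TPM above 0 was 0.273 in 120 hr cadaver 2 and 0.197 in 120 hr cadaver 3, against 0.0018 to 0.0192 in the other 4 cadavers. In Salmon's output a larger smallest value goes with fewer fly reads behind the table, and the number of those reads is not in the deposited values. They had 60562 and 57093 de novo fungal transcripts above 0, against 58348 in 120 hr cadaver 1.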

**Figure 4.**
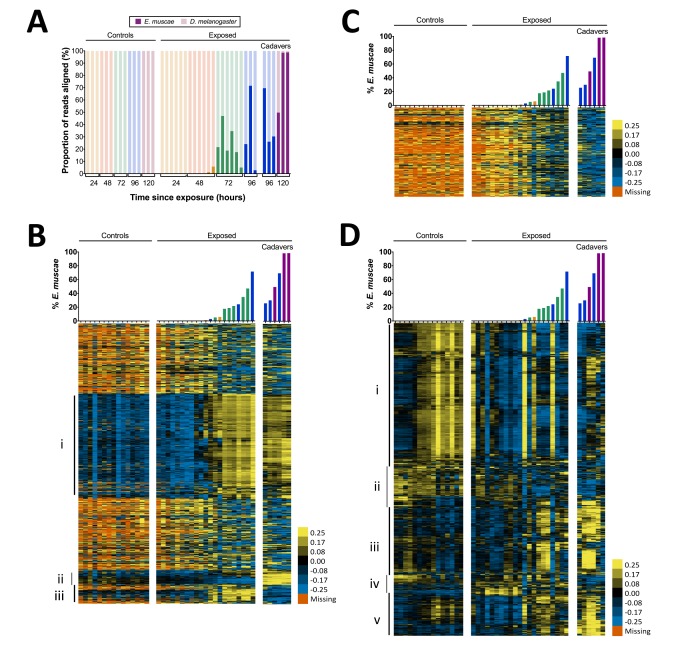
Gene expression time course of *E. muscae* 'Berkeley'-infected CantonS flies. (**A**) Proportion of reads aligned to *D. melanogaster* reference (mRNA) versus *E. muscae* 'Berkeley' references (de novo transcriptome and de novo annotated mRNAs in genome) using bowtie2. Samples are separated into controls (healthy animals who were mock exposed), exposed (animals who exposed to *E. muscae* 'Berkeley' and were alive at the time of sampling) and cadavers (animals who were killed by *E. muscae* 'Berkeley', dead at the time of sampling) and are color-coded according to the time point at which they were collected (i.e. 24, 48, 72, 96 or 120 hr). (**B**) *E. muscae* 'Berkeley' expression data from *E. muscae* 'Berkeley'- exposed and cadaver samples calculated from alignment to de novo *E. muscae* transcriptome. Complete linkage hierarchical clustering by gene was performed in Gene Cluster 3.0 after filtering out genes that are not expressed at least at ten TPM in at least three out of 42 samples (9500 transcripts total), then log transforming and centering on the mean value for each transcript. Samples are ordered by percentage of *E. muscae* 'Berkeley' reads as a fraction of the total reads aligned (above). The scale bar for the heatmap is given to the right of the plot. (**C**) *E. muscae* 'Berkeley' expression data from *E. muscae* 'Berkeley'-exposed and cadaver samples calculated from alignment to de novo *E. muscae* genome. Complete linkage hierarchical clustering by gene was performed in Gene Cluster 3.0 after filtering out genes that are not expressed at least at two TPM in at least three out of 42 samples (3104 transcripts total), then log transforming and centering on the mean value for each transcript. Samples are ordered by percentage of *E. muscae* 'Berkeley' reads as a fraction of the total reads aligned (above). The scale bar for the heatmap is given to the right of the plot. (**D**) *D. melanogaster* expression data from control, *E. muscae* 'Berkeley'- exposed and *E. muscae* 'Berkeley'-killed cadavers. Complete linkage hierarchical clustering by gene was performed in Gene Cluster 3.0 after filtering out genes that are not expressed at least at two TPM in at least three out of 42 samples (10,746 transcripts total), then log transforming and centering on the mean value for each transcript. Samples are ordered by percentage of *E. muscae* 'Berkeley' reads as a fraction of the total reads aligned (above). The scale bar for the heatmap is given to the right of the plot. Heatmaps are scaled identically between panels (**B-D**).

**Figure 4—figure supplement 1.**
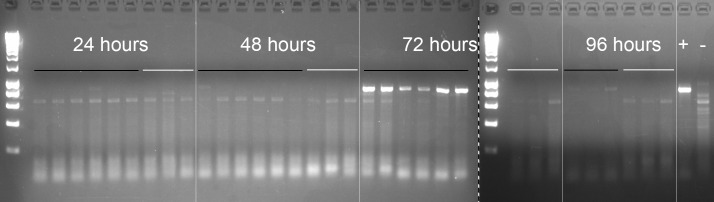
Reverse-transcription PCR of *E. muscae* 'Berkeley' ITS sequence in exposed and control flies. All samples were run on the same gel with equal loading volumes; samples to the right of the dashed line were run on the lower half of the same gel containing samples to the left of dotted line (see Materials and methods for sample generation). DNA ladder (5 μL Hyperladder 1 kb, Bioline) was run in the first lane of each gel half. Samples are shown in chronological order, with the time point indicated above the left-most sample. Black lines indicated exposed flies; white lines indicate unexposed flies. Exposed flies collected at 96 hr were cadavers that had died of *E. muscae* 'Berkeley' infection. Plus (+) indicates positive control (*E. muscae* 'Berkeley' in vitro RNA template); minus (-) indicates additional negative control (*D. melanogaster* RNA from earlier experiment, before the discovery and introduction of *E. muscae* 'Berkeley' to the laboratory).

**Figure 4—figure supplement 2.**
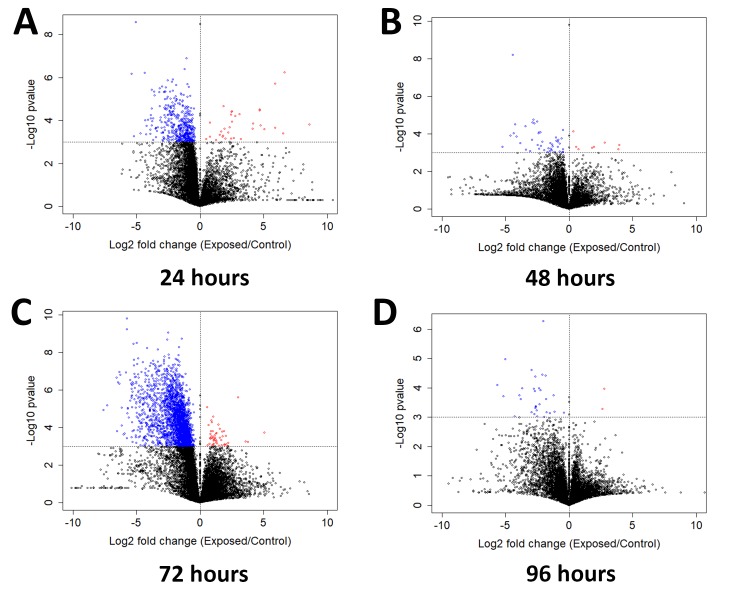
Genes exhibiting differential expression between flies after mock exposure or exposure to *E. muscae* between living flies collected at individual time points. Volcano plot for all genes at (**A**) 24 hr, (**B**) 48 hr, (**C**) 72 hr or (**D**) 96 hr. Genes with p-value<0.001 are shown in color (red denotes higher expression in exposed than control animals; blue denotes the opposite case). P-value is determined by ANOVA grouping control vs. exposed samples.

**Figure 4—figure supplement 3.**
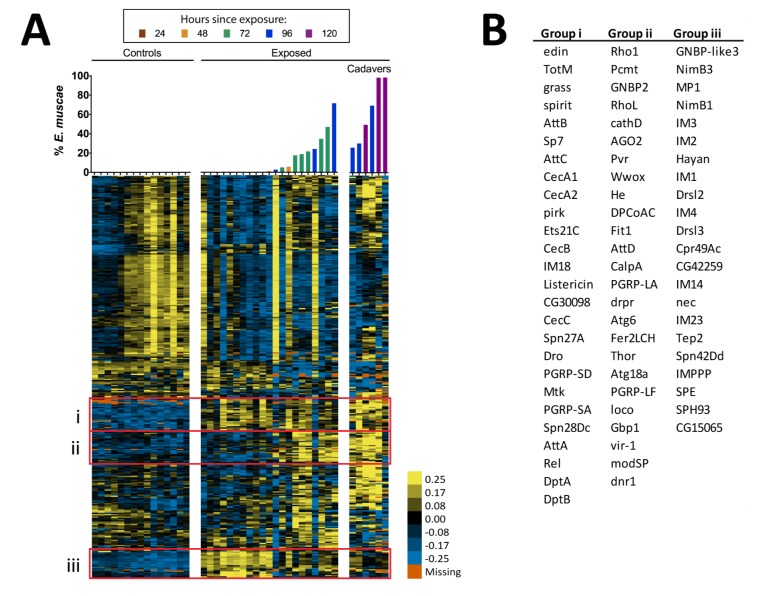
Expression of immune genes over the course of infection of *D. melanogaster* by *E. muscae* 'Berkeley'. Complete linkage hierarchical gene clustering by gene was performed in Gene Cluster 3.0 on all genes annotated with defense response (GO 0006952; 357 transcripts) after filtering out genes that are not expressed at least at two TPM in at least three out of 42 samples (327 transcripts), then log transforming and centering on the mean value for each transcript. Samples are ordered by percentage of *E. muscae* 'Berkeley' reads as a fraction of the total reads aligned (above). The scale bar for the heatmap is given to the right of the plot.

We next surveyed gene expression in host and fungus across all samples. As different exposed individuals collected at the same nominal time point may bear different loads of *E. muscae* ‘Berkeley’, we reasoned that it would be most informative to order our samples based on *E. muscae* 'Berkeley' titer, which we approximated using the proportion of reads that aligned to *E. muscae* 'Berkeley' of total reads aligned to either the *E. muscae* 'Berkeley' or *D. melanogaster* references (Figure 4B–D). 

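Of the 82583 de novo fungal transcripts, 16451 reached at least 10 TPM in at least 3 of the 42 whole-fly libraries, and 15644 did so when only the 27 exposed flies and cadavers were considered. Going through the groups in order of time, 1409 of the 16451 (8.56%) had at least 10 TPM in 3 or more exposed flies of 24 hr. A further 2086 (12.7%) first did so at 48 hr, 6665 (40.5%) at 72 hr, 1556 (9.46%) among the 6 flies and cadavers of 96 hr, and 385 (2.34%) in the 3 cadavers of 120 hr. The remaining 4350 (26.4%) did so in no single exposed or cadaver group. In all, 3301 transcripts reached the level in at least 3 flies at 48 hr and 9377 at 72 hr. In the 15 control flies, 2349 (14.3%) reached it in at least 3 libraries. That number was lowered in advance, since the reference left out transcripts with much of their TPM in uninfected flies. Because TPM sum to the same total in every library, a library with few fungal reads gives high TPM to the few transcripts it holds.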

Using our de novo *E. muscae* ‘Berkeley’ transcriptome as a reference, we observed the bulk of transcripts were not expressed until three days after exposure (Group i), which is likely a consequence of the fungus being low abundance until this time point (Figure 4B).

The predicted translated products of 42% (1545 out of 3678) of the transcripts in Group i show homology to protein entries in the Uniprot database with an e-value less than 1e-40. Based on these matches, the putative functions of Group i translated products include a variety of processes common to eukaryotic cells including transcription, translation, ATP production, chromatin remodeling, cytoskeleton formation, signaling (kinases, phosphatases, G-proteins), ionic, molecular and vesicular transport and secretion, and targeted degradation of proteins and mRNA (Supplementary file 3). In addition, Group i includes a transcript whose translated product has homology to white collar protein, a photoreceptor and transcriptional regulator of the molecular circadian clock gene *frq* in *Neurospora crassa* (Lee et al., 2003; Ballario et al., 1996), as well as a transcript whose translated product is homologous to the light-sensitive gene cryptochrome (Lin and Todo, 2005). This suggests that *E. muscae* ‘Berkeley’ may also have the ability to sense light and maintain a molecular clock. Group i also includes two transcripts whose translated products have homology to argonaute, a key protein in the RNA-induced silencing complex (RISC) (Fagard et al., 2000), as well as transcripts whose products are homologous to aspartic proteases, which are required for the mobilization of retrotransposons. The latter is consistent with our observation that the *E. muscae* ‘Berkeley’ genome (NCBI PRJNA479887) is at least 85% repeat content, most of that consisting of retrotransposons.

Interestingly, there are two groupings of genes (Groups ii and iii) that demonstrated patterns that cannot be explained merely by fungal abundance in the samples. Group ii consists of genes that are expressed during the later phases of growth in the living host but are turned off after the fly is killed; 26.6% (135 out of 508) of these translated transcripts show homology to known proteins at e-values less than 1e-40. 

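The 6 living exposed flies of 72 hr were compared with the 6 cadavers of 96 and 120 hr over the 16451 fungal transcripts. With limma on log2(TPM + 1), 0 transcripts passed the threshold, 3571 had an unadjusted p under 0.05, and a one-way analysis of variance on TPM at an unadjusted p under 0.001 called 25. Groups without overlap were found for 64 transcripts. At least 10 TPM in every living fly of 72 hr and under 1 TPM in every cadaver was found for 0 transcripts. When only the 3 cadavers of 120 hr were used, a choice made after seeing the data, this held for 27 transcripts and limma called 3158, of which 1881 were lower in cadavers. For all 6 cadavers, the count of 0 rested on single libraries: it was 2227 without the library labelled 96 hr cadaver 1, 15 without 72 hr exposed 6 and 1 without 96 hr cadaver 2. In the authors' tables the fungal transcripts carry no gene names, so trehalase, patatin and aquaporin homologs could not be looked up.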

Notable homology in Group ii includes a transcript that encodes a homolog of trehalase, which degrades the sugar trehalose, the most abundant sugar in insect hemolymph (Bedford, 1977), a transcript encoding patatin, an enzyme that which degrades lipids (Senda et al., 1996), and a transcript that encodes a homolog to aquaporin, a channel that transports water across cell membranes (Agre et al., 1993). Multiple transcripts in Group ii encode homologs of chitin synthases, which is consistent with *E. muscae* ‘Berkeley’s transition from protoplastic to cell-walled growth before departing the host, as well as a homolog of Dibasic-processing endoprotease, which is involved in the maturation of peptide pheromones. Interestingly, Group ii also includes a transcript whose translated product is homologous to the voltage-dependent calcium channel Cch1 in *Saccharomyces cerevisiae*, which is known to respond to environmental stress as well as mating hormones (Fischer et al., 1997; Peiter et al., 2005). This is noteworthy given recent evidence that recombination occurs in *E. muscae* but is not yet understood when or how frequently *E. muscae* exchanges genetic material (Gryganskyi et al., 2013).

Group iii consists of genes that are not expressed until after the fungus has killed the host. 

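In the opposite direction, 0 of the 16451 fungal transcripts had at least 10 TPM in each of the 6 cadavers and under 1 TPM in each of the 6 living flies of 72 hr. With the 3 cadavers of 120 hr alone, 314 transcripts met this rule, and 1277 of those past the threshold of limma's test were higher in cadavers than in living flies. Of the 3 libraries labelled 96 hr cadaver, the median correlation of log2(TPM + 1) with the 6 living flies of 72 hr was 0.814 for cadaver 1, 0.749 for cadaver 2 and 0.491 for cadaver 3. With the 3 cadavers of 120 hr it was 0.443, 0.620 and 0.828. These correlations are across transcripts, which are not independent replicates. Lane does not separate these groups, since the living flies of 72 hr and the cadavers of 120 hr were sequenced in both lanes.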

Only 10.8% (44 out of 407) of these translated transcripts show homology to known proteins with an e-value less than 1e-40. Among these, notable annotations include metalloregulation (metal tolerance, metalloproteases) as well as proteases, including a homolog to kexin, a protease that processes prohormones and could possibly be involved in fungal mating or communication (Fuller et al., 1989). Additionally, one transcript encodes a homolog of insulin-degrading enzyme, which could play a role in utilizing the remaining resources in the deceased host. We next aligned reads that did not align to our *E. muscae* ‘Berkeley’ transcriptome to annotated transcripts in our *E. muscae* ‘Berkeley’ genomic reference and estimated transcript abundance (Figure 4C). The resultant expression pattern is similar to that of many transcripts from our transcriptome not included in Groups i–iii (Figure 4B), and generally reflects a weak inverse correlation between inferred fungal titer and expression.

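The relation was recomputed for the 3103 annotated genome transcripts with at least 2 TPM in at least 3 of the 42 libraries, over the 27 exposed flies and cadavers, with the number of de novo transcripts above 0 in place of the inferred titer. The median Spearman rho over transcripts was 0.399 (permutation test of the libraries, 2-sided, p = 3e-05), and 15.3% of the transcripts had a rho below 0. The median Pearson r on log2 values was 0.399 (permutation p = 1e-05, the smallest that the permutations can give), and without the 2 libraries farthest from the median, a choice made after seeing the data, it was 0.379. The median rho was 0.427 within lane 4 and 0.377 within lane 6, 0.435 in living exposed flies alone, and 0.260 without the filter on TPM, the alternative that moved it most. In the 15 control flies it was 0.186. Genes of one fungus are not independent, so the p-values come from permuting libraries. A relation of the other sign was found for the level of the transcripts that were listed above 0: their median TPM per library ranged from 0.778 to 992 and fell with the number of de novo transcripts (Pearson r = -0.864 on log2 values, permutation p = 1e-05; Spearman rho = -0.741, permutation p = 4e-05, adjusted p = 8e-05 over 4 relations). Without the 2 farthest libraries r was -0.853, and rho was -0.797 within lane 4 and -0.662 within lane 6. The number of genome transcripts above 0 rose from 230 to 5335 (r = 0.805, permutation p = 1e-05; rho = 0.708, permutation p = 7e-05).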

We examined host gene expression patterns across all of our samples, again ordering samples based on the proportion of *E. muscae* 'Berkeley' aligned reads among all total and clustering genes by expression pattern (Figure 4D, Supplementary file 4). Group i contains genes that are weakly expressed over the bulk of *E. muscae* 'Berkeley' infection and after death, but are highly expressed in control samples after 48 hr. Group i is enriched for genes involved in general metabolism (translation, transcription and DNA regulation) as well as oogenesis. 

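Functional annotation was not used here, and fixed lists of genes were tested with limma's camera, which compares a list with all other genes (inter-gene correlation of 0.01, 2-sided, adjusted over 12 lists), and with fry, which tests the list itself. Of 16 genes transcribed in the female germline, 0 were called at 24 hr (median log2 fold change -0.37) and 0 at 48 hr (-0.38). At 72 hr all 16 were lower in exposed flies, with a median of -4.62, and 15 were called, with 15 adjusted over the list alone (camera adjusted p = 1.58e-05, fry adjusted p = 0.00105). At 96 hr the median was -5.35, with 15 called and 16 adjusted over the list alone (camera adjusted p = 1.02e-08, fry adjusted p = 0.0068). CycB (FBgn0000405, 2R 22803521-22806948) fell from 743 ± 168 TPM (SD, n = 3) in controls to 14.7 ± 20.1 (SD, n = 6) at 72 hr, a log2 fold change of -6.29 (standard error 0.76, adjusted p = 0.000122). The smallest fall at 72 hr, in grk, was -0.28 and turned to 0.16 after scaling. Of 17 eggshell genes, all 17 were lower at 72 hr (median -2.51, 4 called, 4 adjusted over the list alone, camera adjusted p = 0.194) and at 96 hr (median -2.60, 3 called, camera adjusted p = 0.0729). After scaling the camera adjusted p was 0.0232 at 72 hr and 0.0252 at 96 hr, and fry without scaling gave 0.0629 and 0.0715. Vm26Aa fell most at 72 hr, from 51.8 ± 61.5 TPM (SD, n = 3) to 1.10 ± 1.17 (SD, n = 6). At 24 hr the eggshell list moved the other way (median 1.09, camera adjusted p = 0.00613, fry adjusted p = 0.667, camera after scaling 0.452), and at 48 hr it was lower (median -0.82, camera adjusted p = 0.00348, fry 0.468). Of 73 mitochondrial ribosomal protein genes, 72 were lower at 24 hr (median -0.55, 3 called, 1 adjusted over the list alone, camera adjusted p = 1.49e-05, fry 0.0725) and 56 at 48 hr (median -0.16, 0 called). Replacing camera by fry moved the list results most: 31 of 108 tests over both tissues passed the threshold with fry, against 52 with camera.

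**Figure D2:**
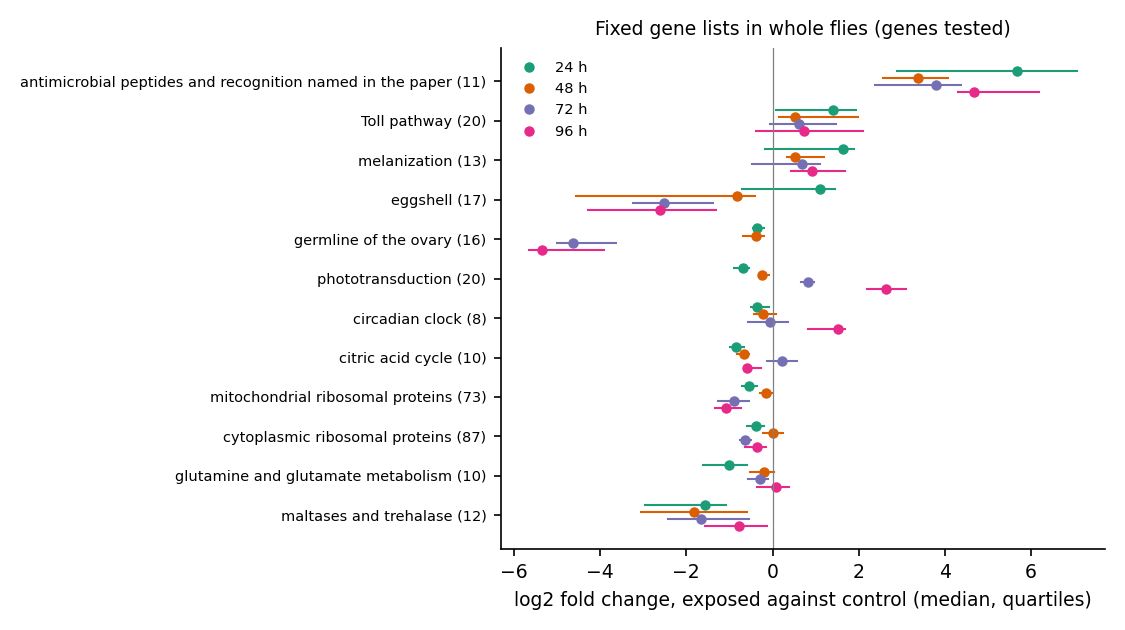
Median log2 fold change of exposed against control flies (horizontal axis, log2(TPM + 1) scale) of each of the 12 fixed gene lists at each whole-fly time point; points are list medians. The germline list lies at -4.62 at 72 hr and -5.35 at 96 hr.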

Group ii contain genes that are expressed in the first 48 hr after exposure to *E. muscae* 'Berkeley' and that are generally expressed in all controls. These genes play roles predominantly in metabolism of polysaccharides, fatty acids, hormones pigments. Group iii contains genes that are expressed in early control samples (24–28 hr) and in later stages of infection and death. 

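Of 20 phototransduction genes, all 20 were lower in exposed flies at 24 hr, with a median log2 fold change of -0.68 (camera adjusted p = 0.0199, fry adjusted p = 0.131) and 0 called, and 16 were lower at 48 hr (median -0.25, camera adjusted p = 0.426). At 72 hr 19 were higher (median 0.82, camera adjusted p = 0.000182, fry 0.376), with 1 called and 0 adjusted over the list alone. At 96 hr all 20 were higher (median 2.63, camera adjusted p = 2.23e-05, fry 0.323), again with 1 called. ninaA (FBgn0002936, 2L 877302-878270) rose at 72 hr from 10.1 ± 1.54 TPM (SD, n = 3) to 36.7 ± 24.4 (SD, n = 6), a log2 fold change of 1.52 (standard error 0.50, adjusted p = 0.0291 from limma). Rh5 at 96 hr had 3.11 ± 2.86 TPM in controls and 441 ± 448 in exposed flies (SD, n = 3 each), a log2 fold change of 4.83 with an adjusted p of 0.111. Of 8 circadian clock genes, 4 were higher and 4 lower at 72 hr (median -0.05, and 0.37 after scaling), with vri called higher and cyc and 1 other called lower. At 96 hr 7 of 8 were higher (median 1.52, camera adjusted p = 0.00457, fry 0.142), with 1 called higher and 1 lower, and 5 higher and 1 lower adjusted over the list alone. At 24 hr the clock list had a median of -0.37 (camera adjusted p = 0.481, fry adjusted p = 0.0464), with 0 called and 2 lower adjusted over the list alone, and at 48 hr -0.21 (camera adjusted p = 0.487), with 0 called. TPM are shares of whole-fly RNA, and the germline list had medians of -4.62 at 72 hr and -5.35 at 96 hr. Higher values of phototransduction or clock genes at these times cannot be told apart from a loss of RNA from other tissues.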

Interestingly, many of these genes are involved in sensory pathways (including hearing, vision, circadian rhythm) and basic neuronal processes (e.g. synaptic development and transmission, ion transport). Group iv contains genes that are expressed only in early controls, or not expressed in controls at all, but are expressed strongly in early exposed samples with lingering expression throughout late infection and death. These genes are most highly enriched for immune functions and energy extraction from carbohydrates (citric acid cycle and electron transport chain). 

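The 11 antimicrobial peptide and recognition genes that the paper names were all higher in exposed flies at 24 hr, with a median log2 fold change of 5.68 (camera adjusted p = 3.39e-26, fry adjusted p = 3.84e-05). The paper chose these genes from these libraries, so this is not independent evidence. 9 were called and 10 adjusted over the list alone. Of the citric acid cycle genes, 10 of 16 listed symbols matched the table, and all 10 were lower in exposed flies at 24 hr, with a median of -0.84 (camera adjusted p = 0.000443, fry 0.0216), 3 called and 9 adjusted over the list alone. SdhB fell most, from 347 ± 82.4 TPM (SD, n = 3) to 142 ± 41.1 (SD, n = 6), a log2 fold change of -1.30 (standard error 0.25, adjusted p = 0.0109). At 48 hr 9 of 10 were lower (median -0.67, camera adjusted p = 8.64e-05, fry 0.142), with kdn (FBgn0261955, X 6350629-6361323) at 815 ± 104 TPM in controls and 370 ± 212 in exposed flies. At 72 hr 7 of 10 were higher (median 0.21, camera adjusted p = 0.082), and at 96 hr 8 were lower (median -0.60, and -0.22 after scaling, camera adjusted p = 0.704).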

Group v consists of genes that are expressed at later time points in both control and exposed flies, enriched for a diverse set of genes involved in stress response, cell signaling, chemical stimuli and morphogenesis.

Following our initial overview of host transcription, we next looked at genes that were consistently different between control and exposed flies between 24–96 hr (Figure 5, Supplementary file 4). We excluded cadaver samples from these analyses because the animals are dead, and variations in gene expression could be confounded by mRNA degradation. One-way ANOVA analysis between exposed and control animals from 24 to 96 hr demonstrated that genes that are under-expressed in exposed animals are enriched for a variety of metabolic processes, including catabolism of oligosaccharides, purine nucleobases and amino acids, and specifically, metabolism of glutamine. 

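When the 12 control and 21 living exposed flies of 24 to 96 hr were compared together, limma called 4128 genes, 509 higher and 3619 lower in exposed flies. Scaling by median-of-ratios factors gave 2890, with 1299 higher and 1591 lower. Of the settings chosen before any result, a one-way analysis of variance on TPM at an unadjusted p under 0.001 moved the count most, to 1148, with 123 higher and 1025 lower. Without the 6 control and living libraries of 96 hr, a choice made after seeing the data, the count was 1558. The groups did not overlap for 29 genes. Of 12 maltase and trehalase genes, 11 were lower, with a median log2 fold change of -1.62 and -1.30 after scaling (camera adjusted p = 0.0347, fry adjusted p = 0.000729), and 7 were called, with 7 adjusted over the list alone. Mal-A7 fell most, from 131 ± 119 TPM (SD, n = 12) to 9.84 ± 11.7 (SD, n = 21), a log2 fold change of -3.06 (standard error 0.76, adjusted p = 0.00305). All 12 were lower at 24 hr (median -1.57, camera adjusted p = 0.00156) and at 48 hr (median -1.82, camera adjusted p = 4.32e-08). At 72 hr 9 were lower, 4 of them called, and 3 were higher, 2 of them called (median -1.67, camera adjusted p = 0.974, fry 0.149). At 96 hr 10 were lower and 2 higher (median -0.78, camera adjusted p = 0.704, fry 0.495). Of 10 genes of glutamine and glutamate metabolism, 8 were lower (median -0.51, and -0.18 after scaling; camera adjusted p = 0.323, fry adjusted p = 0.000573), with 6 called lower and 1 higher, and 7 lower and 1 higher adjusted over the list alone. The list median was -1.01 at 24 hr (camera adjusted p = 0.000401) and -0.20 at 48 hr (0.223). It was -0.29 at 72 hr (0.16 after scaling, camera adjusted p = 0.878, fry 0.0308) and 0.09 at 96 hr (camera 0.44). The fall was thus clearest at 24 hr. Oat (FBgn0022774, 3L 19647280-19649851) fell from 65.4 ± 26.3 TPM (SD, n = 12) to 25.1 ± 18.4 (SD, n = 21), a log2 fold change of -1.63 (standard error 0.34, adjusted p = 0.000892). Genes for purine catabolism and for breakdown of amino acids other than these were not in a fixed list.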

Interestingly, glutamine is synthesized from the Kreb’s cycle intermediate alpha-ketoglutarate. In times of starvation, the cell would be expected to prioritize generating ATP via the Kreb’s cycle over glutamine synthesis. 

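At 72 hr the lower genes outnumbered the higher ones, and of 4919 genes past the threshold 4021 were lower in exposed flies and 898 higher. Scaling by median-of-ratios factors gave 2071 higher and 2723 lower, so the split depends on the scaling while the number of calls does not. Without any 1 of the 9 libraries the count stayed between 3756 and 5653. Of the genes tested, 4728 did not overlap between the 3 control and 6 exposed flies, where chance gives 2.4%. Of 73 mitochondrial ribosomal protein genes, 68 were lower (median log2 fold change -0.89, and -0.44 after scaling; camera adjusted p = 5.31e-05, fry adjusted p = 0.00105), with 51 called and 56 adjusted over the list alone. mRpS10 fell most, from 75.5 ± 6.22 TPM (SD, n = 3) to 20.4 ± 3.55 (SD, n = 6). Of 87 cytoplasmic ribosomal protein genes, 84 were lower (median -0.64, and -0.18 after scaling), 5 were called lower and 1 higher, and the list did not stand apart from other genes (camera adjusted p = 0.544, fry 0.149). At 24 hr this list was lower (median -0.39, camera adjusted p = 0.000836, fry 0.0899). At 48 hr camera placed it higher although its median was -0.00 and its mean 0.02 (camera adjusted p = 0.0482, fry 0.999). After scaling its 48 hr median was 0.12 (camera adjusted p = 0.00185), and its 96 hr median of -0.37 became 0.01. The largest falls at 72 hr among genes of at least 10 TPM without overlap were in CG12374 (FBgn0033774, 2R 12762113-12763825), from 2823 ± 1676 TPM (SD, n = 3) to 28.8 ± 31.8 (SD, n = 6), in Diedel3 (FBgn0085358), from 244 ± 54.0 to 1.54 ± 1.15, and in CG9259 (FBgn0032913), from 131 ± 31.4 to 0.681 ± 0.638. Their log2 fold changes were -7.09 (standard error 0.82, adjusted p = 0.000102), -6.71 (standard error 0.41, adjusted p = 7.55e-06) and -6.35 (standard error 0.32, adjusted p = 4.07e-06).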

The idea that the fly is starving is consistent with these enrichments and also with the observation that basic cell metabolism (macromolecule synthesis) is substantially decreased at 72 hr (Figure 4—figure supplement 2, Supplementary file 5).

**Figure 5.**
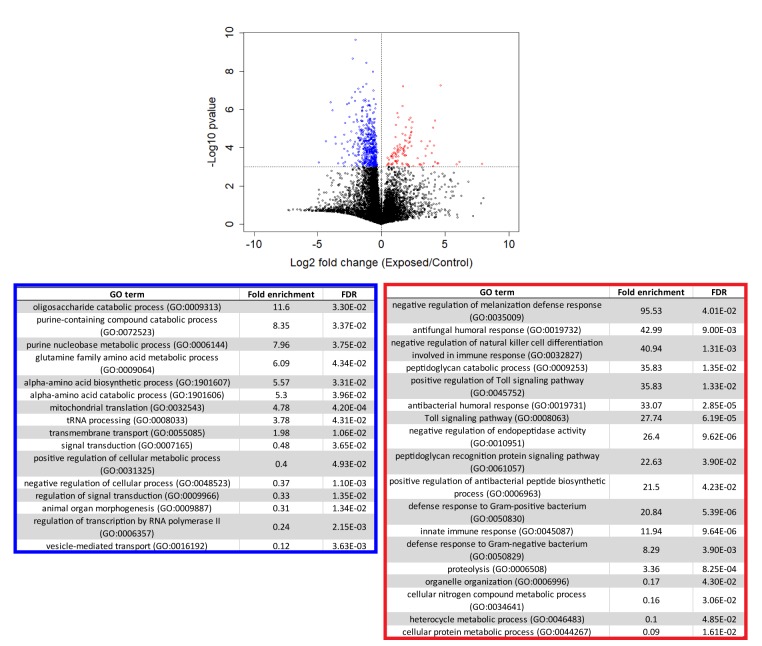
Genes that are consistently over or under-expressed compared to controls over the first 96 hr after exposure to *E. muscae* 'Berkeley'. Top: Volcano plot for all genes over the first 96 hr after exposure. P-value is determined by ANOVA grouping 24–96 hr control vs. 24–96 hr exposed samples. Genes with p-value below 0.001 are shown in color. Bottom: PANTHER Gene Ontology (GO)-term analysis (complete biological process) of genes overexpressed (red) or under-expressed (blue) in exposed animals compared to controls. FDR column lists the p-value from a Fisher’s Exact test with false discovery rate correction for multiple testing.

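Over 24 to 96 hr, the largest rises among called genes of at least 10 TPM whose groups did not overlap were in IM23, Mtk and TotM. IM23 (FBgn0034328, listed as BomBc1 in the annotation, 2R 18382704-18383235) rose from a mean of 8.62 TPM (1.74 to 16.9, n = 12) in controls to 2122 (44.1 to 5325, n = 21) in exposed flies, a log2 fold change of 6.86 (standard error 0.63, adjusted p = 9.17e-10). Mtk (FBgn0014865, 2R 15408846-15409113) rose from 60.3 ± 73.2 to 6407 ± 9404 (log2 fold change 6.50, standard error 0.53, adjusted p = 9.12e-11), and TotM (FBgn0031701, 2L 5329857-5330464) from 48.3 ± 50.8 to 2575 ± 2492 (log2 fold change 5.64, standard error 0.54, adjusted p = 1.52e-09). Of 20 Toll pathway genes, 16 were higher (median log2 fold change 0.50, and 0.83 after scaling; camera adjusted p = 4.52e-15, fry adjusted p = 7.82e-13), with 11 called higher and 1 lower, and 12 and 1 adjusted over the list alone. PGRP-SA, Drs and Mtk, which are in this list, are also among the genes named by the paper. The largest fall in the list was in tub, with a log2 fold change of -0.60 (-0.27 after scaling). Of 13 melanization genes, 9 were higher (median 1.03, camera adjusted p = 2.85e-09, fry 2.5e-07), with 9 called higher and 2 lower, and the same numbers adjusted over the list alone. Spn28Dc had 17.2 ± 4.29 TPM in controls and 154 ± 153 in exposed flies, a log2 fold change of 2.64 (standard error 0.34, adjusted p = 7.83e-07), while PPO1 was lower, at -1.23 (standard error 0.31, adjusted p = 0.00349).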

The same analysis shows that genes that are over-expressed in exposed animals are enriched for immune function, including the melanization defense response and Toll-dependent pathways. *E. muscae* infection relies on boring through the host cuticle (Brobyn and Wilding, 1983) which should elicit an initial melanization response, consistent with our observation. However, it is generally thought that *E. muscae* evades the host immune response once inside the fly because it grows without a cell wall (i.e. protoplastically) and therefore does not present antigens that can alert the fly immune system to infection (Boomsma et al., 2014; De Fine Licht et al., 2017). Examining expression patterns of all genes annotated as having immune function, we see a large induction of immune gene expression at 24–48 hr which includes genes both involved in the melanization response and genes that specifically respond to fungal infection. In addition, we see overexpression of several groups of immune genes compared to uninfected controls that persists into late infection (72 and 96 hr) and even into death (96 and 120 hr) (Figure 4—figure supplement 3). These data suggest that the initial immune response may not be strictly limited to wound repair and show that the host immune system remains engaged throughout infection.

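At 24 hr IM23 had the largest rise of all called genes with at least 10 TPM and no overlap, from 10.1 ± 5.14 TPM (SD, n = 3) to 3917 ± 893 (SD, n = 6), a log2 fold change of 8.57 (standard error 0.34, adjusted p = 7.49e-07). CecA1 (FBgn0000276, 3R 30210874-30211273) and CecA2 (FBgn0000277, 3R 30212156-30212568) were listed at 0 in all 3 controls and reached 236 ± 204 and 212 ± 166 TPM (SD, n = 6) in exposed flies. Drs (FBgn0283461, 3L 3369556-3369942) rose from 1660 ± 247 to 9853 ± 2742 (log2 fold change 2.53, standard error 0.28, adjusted p = 0.000628), and PGRP-SA (FBgn0030310) from 18.0 ± 3.52 to 65.2 ± 16.4 (log2 fold change 1.78, standard error 0.24, adjusted p = 0.00207). AttC was called at 24 hr (adjusted p = 0.0151), but not without 24 hr control 1 (0.0775) or control 2 (0.0772), and edin and DptA were not called (adjusted p = 0.351 and 0.165), with edin listed at 0 in the controls. At 48 hr the same 11 genes were all higher (median log2 fold change 3.38, camera adjusted p = 3.56e-20, fry adjusted p = 0.0278), but only Drs was called over all genes, with 10 adjusted over the list alone. Drs lost this call without control 2, control 3 or exposed 2, 5 or 6 of 48 hr (adjusted p between 0.053 and 0.161), and AttC was called without exposed 6 (0.0416). IM23 kept its rise at 48 hr, from 11.7 ± 4.53 to 3098 ± 1507 (log2 fold change 7.83, standard error 0.44, adjusted p = 7.99e-05). SPH93 (FBgn0032638, 2L 17454263-17455923) rose from 0.925 ± 0.273 to 305 ± 222 (log2 fold change 6.98, standard error 0.60, adjusted p = 0.000519). The Toll pathway list had a median log2 fold change of 1.41 at 24 hr (11 called higher and 1 lower, camera adjusted p = 3.71e-17, fry 3.84e-05) and 0.53 at 48 hr (3 called, camera adjusted p = 7.79e-15, fry 0.0186). The melanization list had 1.64 at 24 hr (7 of 13 called, 9 higher and 2 lower adjusted over the list alone, camera adjusted p = 2.1e-10) and 0.52 at 48 hr (0 called, 4 adjusted over the list alone, camera adjusted p = 3.5e-08). Its largest rise at 24 hr was in Spn28Dc, from 21.1 ± 3.41 to 291 ± 207 TPM. The difference between time points is not read from these calls: the exposed-control difference itself differed between 24 and 48 hr for 17 genes.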

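At 72 hr all 11 named immune genes were higher in exposed flies (median log2 fold change 3.80, camera adjusted p = 1.69e-07, fry adjusted p = 0.00105), with 8 called and 11 adjusted over the list alone. Mtk rose from 25.2 ± 1.12 TPM (SD, n = 3) to 3452 ± 3861 (SD, n = 6), a log2 fold change of 6.52 (standard error 0.63, adjusted p = 4.2e-05), SPH93 from 0.518 ± 0.0803 to 119 ± 95.2 (log2 fold change 5.52, standard error 1.00, adjusted p = 0.00128) and CG4269 from 6.76 ± 4.19 to 352 ± 206 (log2 fold change 5.31, standard error 0.67, adjusted p = 0.000164). CecA2 was called (adjusted p = 0.0388), but not without control 1, 2 or 3 or exposed 2, 3 or 5 of 72 hr (between 0.052 and 0.127). PGRP-SA, edin and Drs were not called, but were without 1 fly: PGRP-SA without exposed 6 (adjusted p = 0.00452), edin without exposed 5 (0.0259) and Drs without exposed 5 (0.00922). The Toll and melanization lists stayed higher at 72 hr (medians 0.62 and 0.68, camera adjusted p = 3.12e-05 and 0.00154, fry 0.00727 and 0.0308) and at 96 hr (medians 0.72 and 0.92, camera adjusted p = 0.00153 for both, fry 0.00197 and 0.00541). At 96 hr 10 of the 11 immune genes had a log2 fold change above 0 (median 4.67, camera adjusted p = 5.44e-05, fry 0.0858), with 5 called and 7 adjusted over the list alone. These 5 calls rested on single libraries. Mtk lost its call without control 1 (adjusted p = 0.0732), 2 (0.0559) or 3 (0.0511) of 96 hr, AttC without control 1 (0.0579) and PGRP-SA without control 1 (0.0633). DptB lost it without any 1 control (between 0.086 and 0.141), and CecA2 without any 1 control or exposed 2 or 3 (between 0.096 and 0.159). The direction of Drs depended on the scale. Its mean was 5778 ± 3070 TPM in controls and 8136 ± 12329 in exposed flies (SD, n = 3 each), with exposed 1 at 22369.7. Its log2 fold change was -0.91 (standard error 1.26, adjusted p = 0.599), and -2.41 without exposed 1 (adjusted p = 0.0125). The mean of the 11 genes above the mean of the 15 control flies, on the log2(TPM + 1) scale, lay between 2.38 and 4.56 in the 6 exposed flies of 72 hr. It was 2.47, 3.44 and 8.26 in the libraries labelled 96 hr exposed 1, 2 and 3. Among cadavers it was 0.01, -0.01 and 0.93 in those labelled 96 hr cadaver 1, 2 and 3, and 2.61, 4.18 and 2.24 in 120 hr cadaver 1, 2 and 3. In controls it ranged from -0.56 to 0.91. In 96 hr cadaver 1 and 2, 0 of the 11 genes lay above every control fly. From the expression of genes annotated with immune function, late in infection and in cadavers, the paper concludes that the host immune system remains engaged throughout infection.

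**Figure D3:**
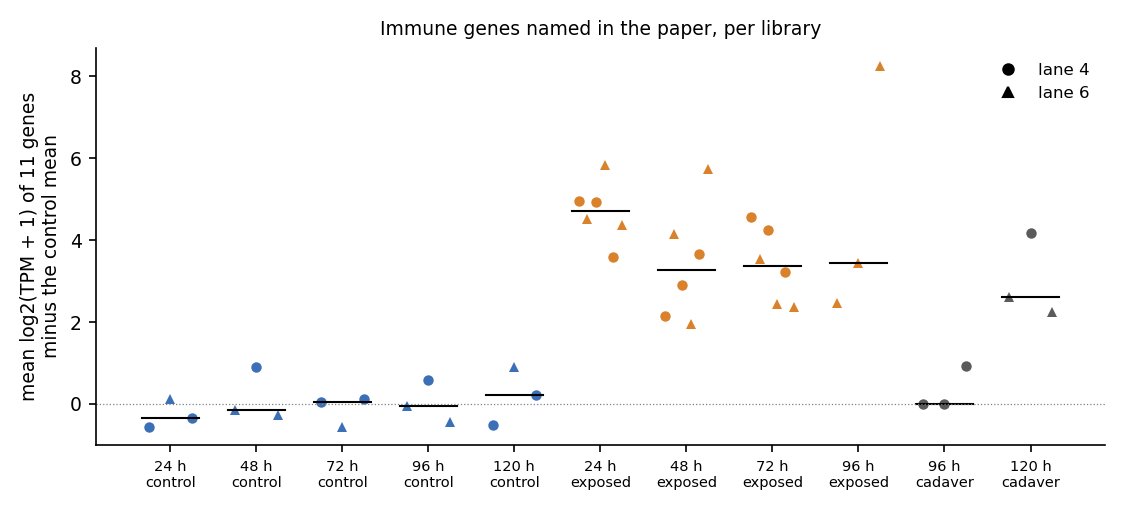
Mean log2(TPM + 1) of the 11 immune genes above the control mean (vertical axis) for each whole-fly library, by time point and group (horizontal axis); each point is 1 fly. The 15 control flies lie between -0.56 and 0.91, and the library labelled 96 hr exposed 3 is at 8.26.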

### *E. muscae* 'Berkeley' is present in the fly nervous system 48 hr after exposure

To better understand the process of *E. muscae* 'Berkeley' infection in *D. melanogaster*, we next used a histological approach to examine the interior anatomy of exposed flies. Analogous to the transcriptomic time course, we collected adult flies (a mix of 50 males and females) every 24 hr for the first 168 hr after *E. muscae* 'Berkeley' or mock exposure. Flies were fixed before embedding and sectioning in paraffin then stained with Safranin O/Fast Green (SFG), a contrast staining method that facilitates the differentiation of fungal versus host cells (Richard Humber, personal communication), though is more commonly used for plant histology. We identified *E. muscae* 'Berkeley' morphology by examining *E. muscae* 'Berkeley'-killed hosts. While there is slide-to-slide variability in the exact hue for a given tissue stained with SFG, generally, we observed that SFG-stained *E. muscae* 'Berkeley' hyphal bodies have nuclei that stain red (or dark purple) and cytoplasm that stains purple (Figure 6). *E. muscae* 'Berkeley' nuclei are consistently sized throughout the host which helps in distinguishing them from host *D. melanogaster* cells.

**Figure 6.**
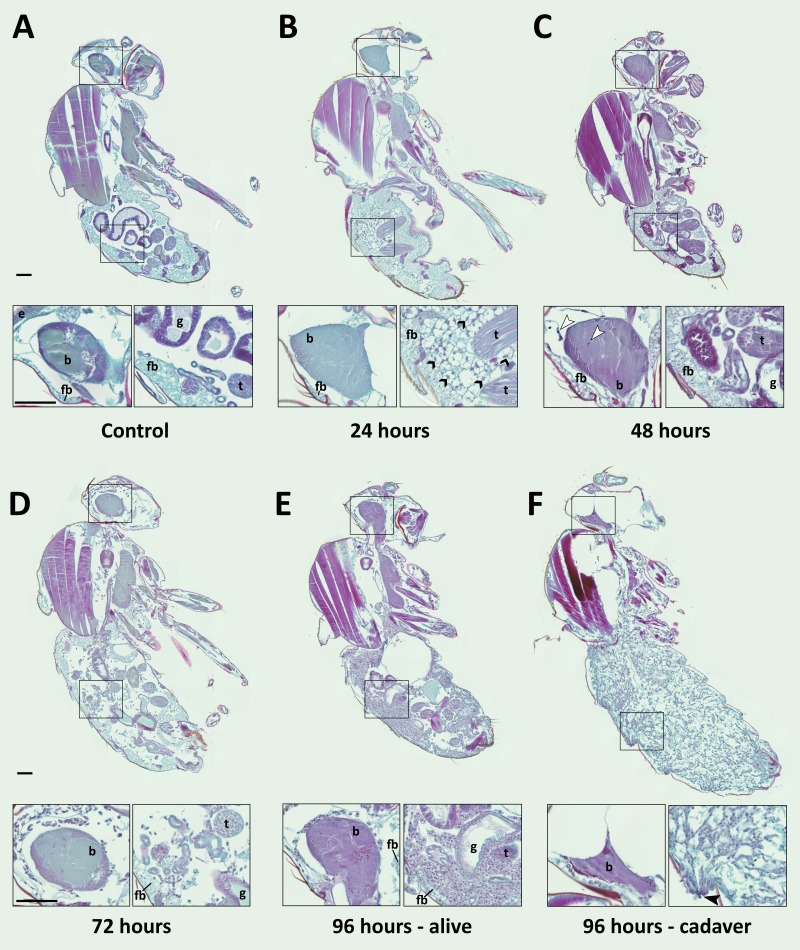
*E. muscae* 'Berkeley' is consistently present in the nervous system starting 48 hr after exposure. CantonS flies were exposed or mock-exposed (control) to *E. muscae* 'Berkeley' starting 3–5 hr after the light-dark transition and were subsequently sampled at 24, 48, 72 or 96 hr for histological analysis. For each time point, 4–6 individual, paraffin-embedded flies were sectioned at 8 µm, stained using Safranin O/Fast Green to identify fungal morphology and location and imaged at 20x magnification (Zeiss Axio Scan.Z1 slide scanner). Representative images from each time point are shown. Only male flies are shown here for ease of comparison. No differences in the progression of the infection were observed between males and females. An inset of the brain and the abdomen are shown for each sample. (**A**) Uninfected fly with major anatomical features labeled as follows: e - eye, b - brain, g - gut, t - testes, fb - fat body. (**B**) At 24 hr after exposure there is significant inflammation observed in the abdominal fat body (black arrowheads label a few clear examples); the nervous system is devoid of fungal cells. (**C**) At 48 hr after exposure *E. muscae* 'Berkeley' cells are present in the brain (white arrowheads) and/or ventral nerve cord (VNC) of all but one sample where *E. muscae* 'Berkeley' cells abut but have not yet entered brain. *E. muscae* 'Berkeley' cells are sparsely observed in the abdominal and/or thoracic hemolymph at 48 hr. The gut and testes are not invaded by fungus. (**D**) At 72 hr after exposure, *E. muscae* 'Berkeley' can be found throughout the body cavity and the amount of visible fat body has decreased. *E. muscae* 'Berkeley' titers have increased in the nervous system. (**E**) In a living fly at 96 hr after exposure (the first point at which a fly may be killed by *E. muscae* 'Berkeley' infection), fungus occupies virtually all available volume in the hemolymph. *E. muscae* 'Berkeley' titers have increased in the nervous system, gut and gonads remain uninvaded. (**F**) In an *E. muscae* 'Berkeley'-killed fly (cadaver) at 96 hr after exposure, only traces of host organs remain in the abdomen and the nervous system has been considerably degraded. No fat body cells are observed. *E. muscae* 'Berkeley' cells differentiate into conidiophores, cell-walled structures that will pierce through weak points of the cuticle to produce and launch infectious conidia. Black scale bars are 100 µm. All living animals shown are males; cadaver’s sex is undetermined (the gonads have been consumed by the fungus).

We then carefully examined SFG-stained sections from exposed and control flies to determine where the fungus resides and how fly tissue is impacted over the course of infection (Figure 6). As we observed no difference in fungal localization between males in females, all samples from a given time point are described regardless of sex. In control animals, sagittal sections consistently show abundant fat body cells in the abdomen surrounding the gut and gonads. Fat body is also apparent, though less abundant, in the head and thorax. The thorax is predominantly occupied by muscles (generally staining red), which are also observed in the legs. At 24 hr after exposure, we observed fat body inflammation in the abdomen, with all other tissues indistinguishable from controls. Though fat body inflammation indicates that the immune system is responding to the fungus, we could not unambiguously identify the fungal cells anywhere in the body cavity at this time point. We must therefore conclude that the morphology of fungal cells initially after entry into the hemolymph is distinct from that observed at later time points (48 hr and beyond).

At 48 hr after exposure, fungal cells are consistently observed in the brain and/or ventral nerve cord (VNC; 4 out of 5 samples). In the one case where fungus had not invaded the nervous system, hyphal bodies were apparent immediately adjacent to the brain, abutting the blood brain barrier. A handful of fungal cells are also observed in the abdomen or thorax, with some samples showing fat body inflammation as in 24 hr samples. At 72 hr after exposure, fungal growth is apparent throughout the body cavity and some fat body inflammation can still be observed. The fat body is depleted compared to earlier time points and fungus is apparent between muscle fibers, but the gut and gonads all appear indistinguishable from controls. In addition, fungal titers increase in the brain and VNC. In infected animals that survived 96 hr, fungal growth is rampant throughout the entire body cavity (head, thorax and abdomen), with the fat body substantially depleted and fungus residing between muscle fibers. There is no apparent damage to the gut or gonads. Occasional fat body inflammation can still be observed; fungal titers continue to increase in the brain and VNC. In *E. muscae* 'Berkeley'-killed cadavers collected two to four hours following the light- dark transition, fungus is apparent throughout the body cavity, especially in the abdomen. The gut and gonads have been completely consumed by the fungus, the brain has begun to be degraded and the muscles are largely intact.

To confirm that the morphologies observed in the nervous system at 48 hr after exposure and beyond were *E. muscae* 'Berkeley', we used fluorescence in situ hybridization (FISH) to specifically label *E muscae* Berkeley cells within the context of an infected fly. By performing FISH with a fluorescently-labeled DNA probe targeting the most abundant repeated 18mer in the *E. muscae* 'Berkeley' genome (~11,000 copies), we verified that *E. muscae* 'Berkeley' is present in the brain and VNC in infected animals (Figure 7).

**Figure 7.**
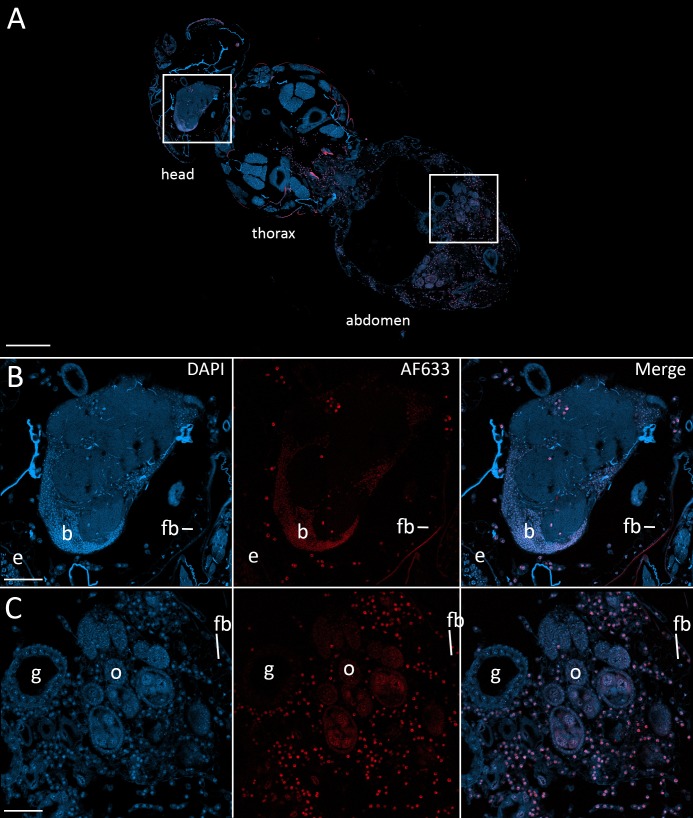
Fluorescence in situ hybridization confirms that *E. muscae* 'Berkeley' resides in the nervous system during infection. CantonS flies were exposed or mock-exposed (control) to *E. muscae* 'Berkeley' starting 3–5 hr after the light:dark transition and were subsequently sampled at 24, 48, 72 or 96 hr for histological analysis. For time points 48 hr and later, at least 3 individual, paraffin-embedded flies were sectioned at 8 µm and subjected to FISH with an *E. muscae* 'Berkeley'-specific 18mer DNA probe labeled at the 5’ end with AlexaFluor633. Sections were imaged at 40x magnification on a confocal fluorescent microscope (Zeiss 800 LSM). (**A**) Pseudo-coronal section of a female sampled 96 hr after infection stained with an *E. muscae* 'Berkeley'-specific probe and DAPI. Regions shown at higher detail in B and C located are denoted by white boxes. Scale bar is 200 µm. (**B**) Enlargement of top region in A showing each DAPI, AlexaFluor633 and merged images of this area. *E. muscae* 'Berkeley' nuclei are strongly labeled and can be observed inside the host neuropil. Fungal nuclei are also observed in the head outside of the brain. Scale bar is 50 µm. Major anatomical features labeled as follows: e - eye, b - brain, fb - fat body. (**C**) Enlargement of bottom region in A showing each DAPI, AlexaFluor633 and merged images of this area. *E. muscae* nuclei are observed in abundance outside of gut and ovaries. Scale bar is 50 µm. Major anatomical features labeled as follows: g - gut, o - ovaries, fb - fat body.

Following our observation that *E. muscae* ‘Berkeley’ invades the nervous system, we wondered if we could identify specific neuronal pathways targeted by the fungus by analyzing gene expression from fly brains during infection. We performed a pilot experiment in which we sequenced RNA from individual dissected brains of animals at 24, 48 and 72 hr following exposure to *E. muscae* ‘Berkeley’ with paired unexposed controls, using the same alignment pipeline as described for our whole fly samples. 

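The brain experiment comprised 17 libraries, each from 1 dissected brain, all in lane 1. There were 3 exposed brains at each of 24, 48 and 72 hr, 3 control brains at 24 and 72 hr, and 2 at 48 hr. According to the methods, control brains were dissected before exposed ones, so the order of dissection goes with exposure. The authors' steps and the unit were those of the whole flies, and the brain columns lie in the same 3 tables. The depth is unknown here too. Between 10971 and 12486 fly genes per brain were above 0 TPM, with medians of 11295 and 11727 in 24 hr controls and exposed brains, 11322.5 and 11541 at 48 hr, and 11457 and 11225 at 72 hr. The smallest fly TPM above 0 lay between 0.00221 and 0.00877. The same limma test was applied within each time point and to all 8 control against 9 exposed brains, over the 9160 genes with at least 2 TPM in at least 3 of the 17 brains. Scaling by median-of-ratios factors moved the median log2 fold change of all genes by -0.109 at 24 hr, 0.0132 at 48 hr, -0.231 at 72 hr and -0.114 over all time points.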

Three brains were sequenced for each treatment, except for control animals at 48 hr, for which two brains were sequenced. 

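In brains, limma called 107 genes at 24 hr (89 higher and 18 lower in exposed brains), 6 at 48 hr, all higher, and 0 at 72 hr. At 72 hr 1172 genes had an unadjusted p under 0.05, and a one-way analysis of variance on TPM at an unadjusted p under 0.001 called 19. Over all 8 control and 9 exposed brains, 59 genes were called, 31 higher and 28 lower. The split depended on the processing, with 19 higher and 58 lower after median-of-ratios scaling. The analysis of variance gave 66 higher and 26 lower. Groups did not overlap for 2141 of 9160 genes at 24 hr and 2291 at 72 hr, where chance gives 10%, and for 2017 at 48 hr, where it gives 20%. Without the filter, 20 were called at 24 hr, 0 at 48 hr, 2 at 72 hr and 21 over all time points. Median-of-ratios scaling gave 195 at 24 hr, 123 higher and 72 lower. An unadjusted p under 0.001 gave 33 at 48 hr, 33 at 72 hr and 120 over all time points. The 24 hr count rested on every library, being 915 without control 1, 43 without control 2, 57 without control 3, 40 without exposed 1, 14 without exposed 2 and 47 without exposed 3. The 48 hr count was 23 without control 2, 0 without exposed 1, 1 without exposed 2 and 35 without exposed 3, and the 72 hr count was 51 without control 1. The largest rises at 24 hr were in Mtk, from 1.80 ± 3.12 to 401 ± 33.4 TPM (SD, n = 3 each; log2 fold change 7.75, standard error 0.67, adjusted p = 0.00501), CG16772 (FBgn0032835, 2L 19962679-19963844), from 16.4 ± 3.75 to 1324 ± 425 (log2 fold change 6.23, standard error 0.25, adjusted p = 0.000146), and IM23, from 2.13 ± 1.87 to 230 ± 171 (log2 fold change 6.12, standard error 0.55, adjusted p = 0.0064). Cyt-b5-r fell most, from 64.0 ± 25.7 to 6.49 ± 2.56, and was not called without exposed 2 (adjusted p = 0.0686). At 48 hr TotM and CG7695 were called, with log2 fold changes of 5.02 and 4.03. TotM was not called without exposed 1 (adjusted p = 0.253) or exposed 2 (0.183), nor CG7695 (0.0616 and 0.0983). Mtk was listed at 0 in both 48 hr controls and had 106 ± 108 TPM (SD, n = 3) in exposed brains, with an adjusted p of 0.0393 that became 0.13 without control 1, 0.0643 without control 2 and 0.11 without exposed 1. Of the immune genes named in the paper 7 were tested in brains, and all 7 had a log2 fold change above 0 at 24 hr (camera adjusted p = 0.000447, fry adjusted p = 0.0108), with 3 called and 4 adjusted over the list alone. Of these, AttA (0.02) and PGRP-SA (0.06) lay near 0. At 48 hr 4 were higher and 3 lower (median 0.26, camera adjusted p = 0.0434, fry 0.525). Drs was called at 48 hr without exposed 3 (log2 fold change 4.69, adjusted p = 5.45e-05). At 72 hr 5 were higher and 2 lower (median 0.37, camera adjusted p = 0.992, fry 0.752). AttC lost its 24 hr call without control 2 (adjusted p = 0.0567) or exposed 2 (0.0686) of 24 hr. DptB lost its 24 hr call without control 2 or 3 or any 1 exposed brain (between 0.0686 and 0.104). Drs was called at 24 hr without control 1 (0.0257).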

To our surprise, we observed sparse differences in the host transcriptional profiles between control and exposed samples when looking at individual time points (i.e. 24, 48 or 72 hr) or all time points combined (Figure 8). There were a small number of *D. melanogaster* genes that showed significant changes in expression between control and exposed flies, but they did not collectively suggest a specific region of the brain or pathway. 

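fru, which encodes Fruitless (FBgn0004652, 3R 18414273-18545586), had 36.4 ± 10.9 TPM (SD, n = 8) in control brains and 66.7 ± 6.85 (SD, n = 9) in exposed brains. Its log2 fold change was 0.91 (standard error 0.15, adjusted p = 0.011 from limma), and every one of the 9 exposed brains, at 55.8 to 75.3, lay above every control brain, at 19.8 to 53.4 (exact permutation test over 24310 splits, 2-sided, p = 4.11e-05, adjusted p = 8.22e-05 over 2 genes). Within time points its log2 fold change was 0.69 at 24 hr (adjusted p = 0.359), 0.78 at 48 hr (0.235) and 1.19 at 72 hr (0.236), and it was called at 72 hr without control 1 (0.0376). tim, which encodes Timeless (FBgn0014396, 2L 3493986-3508119), had 119 ± 26.8 TPM (SD, n = 8) in control brains and 79.8 ± 9.64 (SD, n = 9) in exposed brains, a log2 fold change of -0.55 (standard error 0.13, adjusted p = 0.0587; exact permutation test, 2-sided, p = 0.00169, adjusted p = 0.00169). The paper picked fru and tim out of these same brains, and an adjustment over 2 genes does not cover that choice. The exact p-values are therefore not independent evidence, while limma's adjusted p covers all genes tested. For tim, the 9 exposed brains ranged from 67.2 to 98.0 and the control brains from 74.5 to 147, and 3 exposed brains lay below every control. The change of tim was -0.34 at 24 hr, -0.66 at 48 hr and -0.67 at 72 hr, lower in exposed brains at each, and over all brains it stayed between -0.67 and -0.54 under the alternatives. Among called genes of at least 10 TPM whose groups did not overlap, the largest other rises over all brains were in CG16743 (FBgn0032322, 2L 10972280-10973408), from 162 ± 33.4 to 306 ± 57.4 TPM (log2 fold change 0.92, standard error 0.13, adjusted p = 0.00997), and Ppcs, with a log2 fold change of 0.39. The largest falls among them were in Gbs-70E (-1.29), Ugt36Bc (-0.93) and GstS1 (FBgn0010226, 2R 17093246-17099501), from 72.8 ± 9.59 to 40.1 ± 9.22 (log2 fold change -0.87, standard error 0.13, adjusted p = 0.00997). Called genes whose groups overlapped changed more, among them Mtk (5.69, adjusted p = 0.0109), Drs (3.61, adjusted p = 0.0355) and CG6503 (-2.96, adjusted p = 0.0467). Of the fixed lists, the 8 clock genes had a median of -0.02 over all brains (camera adjusted p = 0.258, 0 called).

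**Figure D4:**
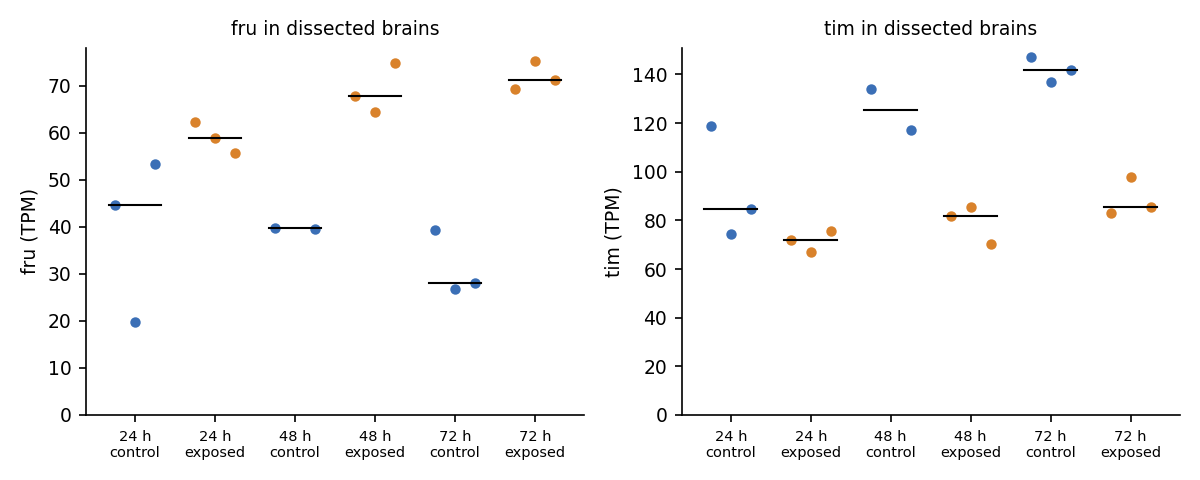
TPM of fru and of tim (vertical axes) in each control and exposed brain by hours after exposure (horizontal axis); each point is 1 brain. Exposed brains lie between 55.8 and 75.3 TPM for fru and between 67.2 and 98.0 for tim.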

The upregulation of *fruitless*, which is involved in a number of sex-specific behaviors, and *timeless*, which is involved in the circadian clock, is intriguing, but the small number of changes in host expression suggests that if there are important expression differences in the brain they are likely limited to small numbers of cells and will only be revealed by single-cell expression experiments.

**Figure 8.**
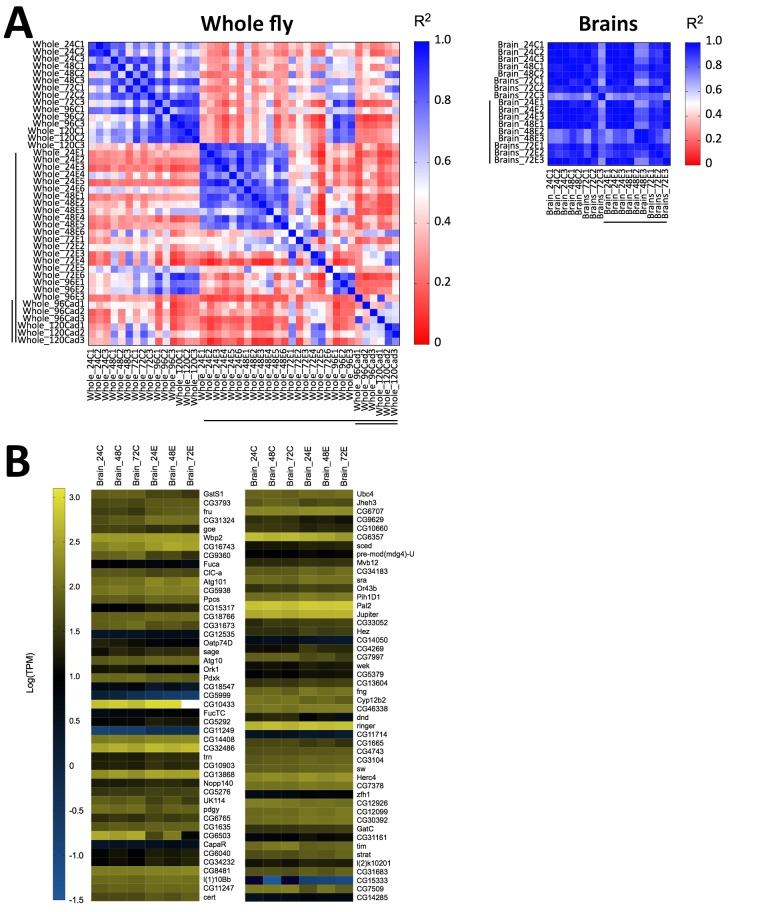
Host gene expression in the brain is minimally altered over the first 72 hr of *E. muscae* 'Berkeley' infection. (**A**) Left) All pairwise linear correlations between samples from *E. muscae* 'Berkeley'- infected whole fly RNAseq time course. Right) All pairwise linear correlations between samples from *E. muscae* 'Berkeley'-infected dissected brain pilot RNAseq time course. Samples are named in the following format: Tissue_HourTreatmentReplicate, with ‘C’ indicating controls, ‘E’ indicating exposed flies living at the time sampled and ‘cad’ indicates that the fly had been killed by *E. muscae* 'Berkeley' before sampling. For example, ‘Whole_24C1’ indicates the first replicate control sample (uninfected fly) of a whole animal taken at 24 hr after mock exposure. Living, exposed samples are denoted on each axis with a black bar; infected cadaver samples are denoted with a double black bar. (**B**) Heatmap showing all genes that are differentially expressed (p value < 0.001) between controls (uninfected) and exposed flies at 24–72 hr, as determined by ANOVA. Genes are shown in order of increasing p-value from top left corner to bottom right corner.

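The squared Pearson correlation of TPM was computed for every pair of libraries of a tissue over the genes past the filter. Over brains, the median R2 was 0.943 for the 72 pairs of a control and an exposed brain, 0.947 for the 28 pairs of controls and 0.921 for the 36 pairs of exposed brains. The SD of the control-exposed pairs was 0.095. Over whole flies of 24 to 120 hr, it was 0.339 for the 315 pairs of a control and a living exposed fly, 0.737 for the 105 pairs of controls and 0.506 for the 210 pairs of living exposed flies. On log2(TPM + 1) the control-exposed median was 0.907 in brains and 0.696 in whole flies, and without the filter it was 0.942 and 0.342. Within time points the control-exposed median of whole flies was 0.251 at 24 hr, 0.324 at 48 hr, 0.509 at 72 hr and 0.325 at 96 hr, and that of brains 0.979 at 24 hr, 0.899 at 48 hr and 0.873 at 72 hr. Pairs that share a library are not independent, so no test was made. TPM correlations rest on the few genes with the highest values.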

**Figure 8—figure supplement 1.**
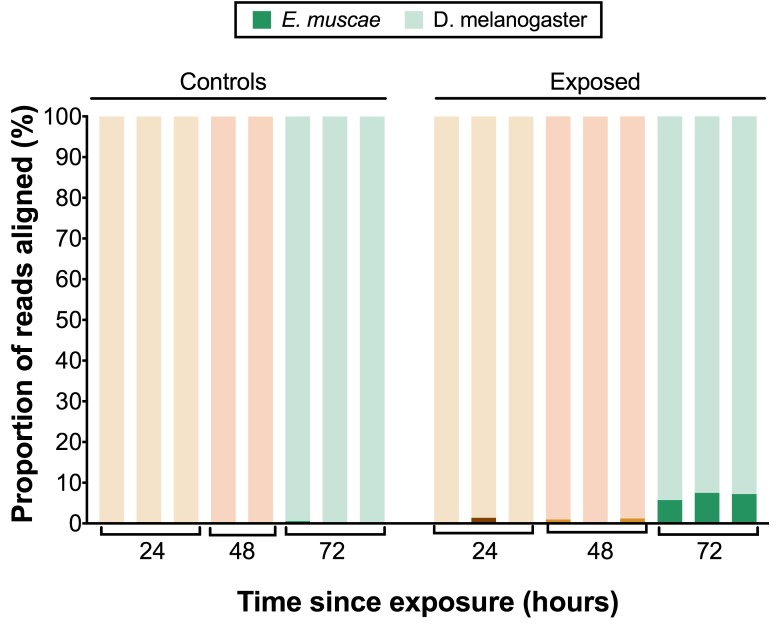
*E. muscae* ‘Berkeley’ transcripts detected in dissected brains. Proportion of reads aligned to *D. melanogaster* reference (mRNA) versus *E. muscae* 'Berkeley' references (de novo transcriptome and de novo annotated mRNAs in genome) using bowtie2. Samples are separated into controls (healthy animals who were mock exposed), exposed (animals who exposed to *E. muscae* 'Berkeley' and were alive at the time of sampling) and cadavers (animals who were killed by *E. muscae* 'Berkeley', dead at the time of sampling) and are color-coded according to the time point at which they were collected (i.e. 24, 48 or 72 hr).

Still, we see clear evidence that *E. muscae* ‘Berkeley’ is present in the brain and observe an increase in the expression of several fungal transcripts at 72 hr compared to earlier time points (Figure 8—figure supplement 1). 

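Of the de novo fungal transcripts, 1031 ± 349 (SD, n = 3) were above 0 TPM in control brains of 72 hr and 39209 ± 1180 (SD, n = 3) in exposed brains (exact permutation test, 2-sided, p = 0.1, the smallest that 3 against 3 allow). At 48 hr the exposed brains had 22303, 1624 and 21006 transcripts above 0, against 782 and 1474 in the 2 controls (exact p = 0.2), so that exposed brain 2 lay near the controls. At 24 hr they had 1443, 1188 and 8149, against 1210 to 1370 in controls (exact p = 0.4), and exposed brain 3 stood apart from the other 2. None of the 6 tests in brains passed the threshold after adjustment (adjusted p from 0.3 to 0.8). Annotated genome transcripts above 0 numbered 39 to 95 in control and 2426 to 2675 in exposed brains of 72 hr. All brains were sequenced in the same lane. Of 8558 de novo transcripts with at least 10 TPM in at least 3 of the 17 brains, 7089 reached that level in every exposed brain of 72 hr, 525 in every exposed brain of 48 hr and 145 in every control brain of 72 hr.

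**Figure D5:**
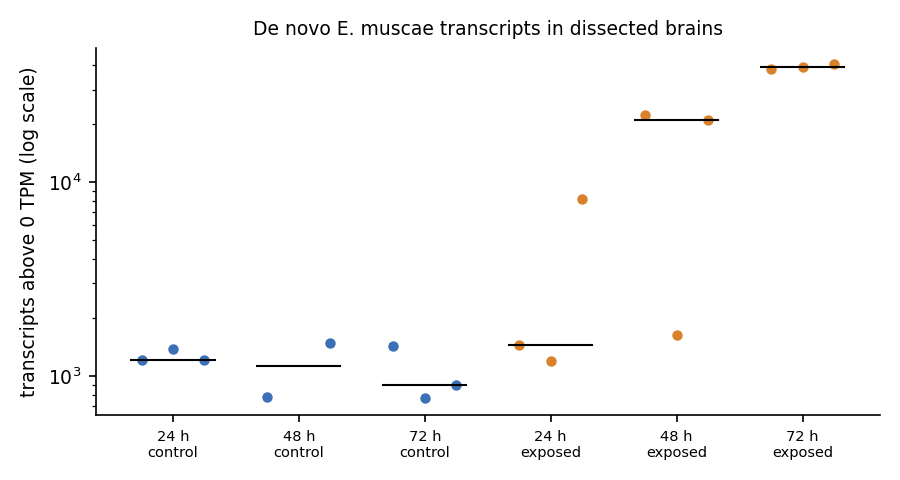
Number of fungal transcripts above 0 TPM (vertical axis) in each brain library by hours after exposure (horizontal axis) and group; each point is 1 brain. Exposed brains of 72 hr lie between 38105 and 40453 de novo transcripts, and controls of all time points between 767 and 1474.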

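Exposed and control brains of 72 hr were compared over the 8558 fungal transcripts with limma on log2(TPM + 1), and 7926 passed the threshold, 7819 higher and 107 lower in exposed brains. The alternative that moved this most was testing without the filter, which called 28430 of 50555 transcripts, and a one-way analysis of variance on TPM at an unadjusted p under 0.001 called 2955. Without any 1 brain the count lay between 7881 and 7957. Groups did not overlap for 7930 transcripts. A rule without a model, a value in every exposed brain of 72 hr above every exposed brain of 24 and 48 hr and every control, held for 3592 transcripts, and 5016 had at least 10 TPM in every exposed brain of 72 hr and were listed at 0 in every control brain. The largest rises were in TRINITY_DN89789_c27_g4_i1 and TRINITY_DN89789_c27_g19_i1, which were listed at 0 in the 3 controls and had 4616 ± 677 and 3448 ± 515 TPM (SD, n = 3) in exposed brains. The largest fall was in TRINITY_DN124620_c0_g1_i1, with 6634 ± 9952 TPM in controls and listed at 0 in the exposed brains. TRINITY_DN108848_c0_g2_i1 fell next most (26263 ± 36594 to 21.6 ± 37.4 TPM, adjusted p = 0.0204), and lost its call without control 1 or 3 or exposed 1 or 3 (between 0.0544 and 0.0818). In control brains a few transcripts share 1000000 TPM, so their values say little about amounts. Median-of-ratios scaling, which rests on the few transcripts above 0 in every library, moved the median log2 fold change by 1.13.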

The predicted translated products of 40.5% (1419 out of 3500) of *E. muscae* ‘Berkeley’ transcripts that show increased expression have tentative annotations (BLAST hits with e-values less than 1e-40; Supplementary file 6). Many of these genes are involved in core eukaryotic cellular processes (transcription, translation, molecular transport, cytoskeletal regulation etc) that often increase in expression in actively dividing cells. However, several of these genes have more intriguing annotations, including an adiponectin receptor (a hormone receptor), neuroendocrine convertase and kexin (both involved in peptide pheromone maturation), phenylalanine-4-hydroxylase (an enzyme necessary for the production of tyrosine which in turn is a building block for hormones, including serotonin), a putative oligopeptide transporter and voltage-gated potassium channels.

While these genes have fungal-specific functions, their presence in the *D. melanogaster* brain provides various means by which the fungus could communicate with neurons in their own chemical language, and highlights the potential of having a system with unparalleled neurogenetic tools with which to investigate it.

## Discussion

A diverse array of microbes has independently evolved the ability to alter animal behavior, and many of these fungi parasitize insects. The prospect of understanding how they do this is intrinsically motivating, and potentially of great practical value as a means to understand how animal behaviors are generated and how we might manipulate them in disease therapy, pest control and other contexts. While researchers since the mid-19th century have continued to discover and describe additional examples of these systems, a mechanistic understanding of how they achieve behavioral manipulation in their animal hosts has been limited by the lack of a genetically-manipulable model system. We believe that the combination presented here - a strain of *E. muscae* that infects wild *Drosophila*, protocols for propagating this strain in lab-reared flies, and the robust induction of behaviors in the laboratory - has great potential as a model system that allows us to wield the tools of modern molecular genetics and neuroscience to describe the molecular mechanisms that underlie at least one example of microbial manipulation of animal behavior.

### *E. muscae* in wild drosophilids

Though to our knowledge we are the first to study a naturally *Drosophila*-infecting strain of *E. muscae* in the laboratory, we are not the first to encounter *E. muscae* circulating in wild *Drosophila*. In 1927, Goldstein reported finding *Empusa muscae* (now *Entomophthora muscae*)-infected cadavers of *Drosophila repleta* as well as *Musca domestica* at Columbia University in New York state, stating that an epidemic of *E. muscae* had been observed for the previous four years in this location (Goldstein, 1927). In 1969, Turian and Wuest reported observing *E. muscae*-infected cadavers of wild *Drosophila hydei* in a rotting fruit bait in Geneva, Switzerland (Turian and Wuest, 1969). In 2002, Keller et al. reported morphological parameters for an *E. muscae* strain (putatively identified as *E. ferdinandii*, a member of the *E. muscae* species complex) infecting *Drosophila spp* in Switzerland (Keller, 2002).

It remains unclear both (1) if the strain(s) or species infecting *Drosophila spp* are distinct from those that infect other fly species and (2) the degree of specificity for *Drosophila spp* over other dipterans. For example, we have observed that *E. muscae* 'Berkeley'-infected *D. melanogaster* cadavers are capable of infecting *M. domestica* in the laboratory, but it is unclear if this infection would occur in the wild (Figure 3—figure supplement 1). Whether infection can occur naturally would depend on the ecology of the two different host species (i.e. if they interact frequently enough to expect the exchange of *E. muscae* infection) and the efficiency of infecting each species under natural conditions. Findings from previous work examining host specificity of other *E. muscae* strains have not always been consistent. While some have found evidence for differences in infection efficiency between and local adaptation to varying hosts (Gryganskyi et al., 2013; Mullens, 1989), others have demonstrated the capacity of a given *E. muscae* isolate to infect a variety of host taxa (Steinkraus and Kramer, 1987). Our understanding of strain diversity and host specificity would greatly benefit from the collection of more molecular and ecological data for *E. musace* complex species and infected hosts.

### The progression of *E. muscae* 'Berkeley' infection in lab-reared *D. melanogaster*

Taken together, our RNAseq and histology time course data describe the typical progression of *E. muscae* infection in lab-reared *D. melanogaster*. At 24 hr after exposure, flies show a robust antifungal immune response, though the fungus is nearly undetectable within the fly by histology, indicating that it is at low titer. At 48 hr, the fungus has begun to adopt the morphology which it will assume until killing the host. Fungus is observable within the host brain and VNC, though overall fungal titer is still quite low. As the abdomen is the most likely point of initial entry for the fungus (it is the biggest target for the fungus to hit), we suspect that the fungus has travelled from the point of entry to the CNS, indicating tropism for neural tissue early in the infection. Elements of the host’s immune response are still activated. At 72 hr, fungus was apparent throughout the body cavity, in the thorax (between muscle fibers), abdomen (surrounding but not invading the gut and gonads) and also in the limbs and halteres. The fat body is significantly depleted by this point; the host’s dampened metabolism suggests an internal starvation state. At 96 hr, if the fly has not succumbed to infection (i.e. there are still energy reserves available to the fungus), fungal titer will continue to increase and the fat body will continue to be depleted. Two-three hours after death, flies that have been killed by the fungus show no intact abdominal organs and nervous systems that are being broken down.

While the trajectory of infection is consistent, it is important to recognize that just because two animals were exposed to infectious cadavers at the same time point does not guarantee that they were infected at exactly the same time (since sporulation occurs over a window of several hours) or that, once infected, that these two animals will progress through infection identically. 

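The median SD of a gene's log2(TPM + 1) among the 6 exposed flies of a time point, over the 10745 genes, was 0.420 at 24 hr, 0.548 at 48 hr and 0.421 at 72 hr. Among the 3 living exposed flies of 96 hr it was 0.590. Among the 3 control flies it was 0.192 at 24 hr, 0.317 at 48 hr, 0.217 at 72 hr and 0.319 at 96 hr. On TPM, the median pairwise R2 within exposed flies was 0.861 at 24 hr, 0.813 at 48 hr and 0.556 at 72 hr, with a lowest pair of 0.693, 0.545 and 0.115. On log2(TPM + 1) it was 0.848, 0.782 and 0.832. The order of the time points therefore depends on the scale: 72 hr was the least alike on TPM, and 48 hr on the log2 scale. Exposed flies of all 3 time points were sequenced 3 in each lane. No test of these spreads was made.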

In our RNAseq data, we noticed that the host gene expression in exposed animals at 24 and 48 hr tended to be more variable than those for 72 hr. We imagine that this was due to chance, that we picked animals that were at similar points in infection at 72 hr, whereas we picked animals that were more variable at other time points. This may at least partly explain why we observed so much differential expression at the 72 hr time point in exposed versus controls whereas less was observed at earlier time points, especially at 48 hr (Figure 4—figure supplement 2). It is likely that several factors play into whether or not an infection succeeds and how quickly it progresses (e.g. initial exposure titer, size of host, nutritional status of host etc.). Thus, future work should consider determining a metric to gauge progress of infection so that similarly-progressed samples can be compared and, where possible, use larger sample sizes to mitigate within-group variation.

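Within time points, limma called 1001 genes at 24 hr (254 higher and 747 lower in exposed flies), 61 at 48 hr (48 higher and 13 lower), 4919 at 72 hr and 2871 at 96 hr (708 higher and 2163 lower). After median-of-ratios scaling the counts were 634 (326 higher and 308 lower), 32 (26 higher and 6 lower), 4794 and 3298 (1448 higher and 1850 lower). At an unadjusted p under 0.001 from limma they were 557, 96, 2721 and 930. By a one-way analysis of variance on TPM at that threshold, the test of the paper's volcano plots, they were 460, 46, 2513 and 114. Of these, 34, 8, 48 and 36 were higher and 426, 38, 2465 and 78 lower. At 48 hr the balance was thus the reverse of limma's. With lane as a covariate they were 865, 36, 5376 and 1066. Single libraries moved the counts at 3 time points. At 24 hr the count was 435 without control 1, 378 without control 2 and 507 without control 3, and at 48 hr it was 29 without control 2 and 28 without control 3. At 96 hr it was 875 without control 1, 1042 without control 2, 1315 without control 3, 4872 without exposed 1 and 1437 without exposed 3. The groups did not overlap for 1757 genes at 24 hr and 513 at 48 hr, where chance gives 2.4%, and for 5246 at 96 hr, where it gives 10%. The change in the exposed-control difference itself was tested as an interaction in limma: it passed the threshold for 17 genes between 24 and 48 hr, 276 between 48 and 72 hr and 4 between 72 and 96 hr. After scaling these were 2, 966 and 6, and with lane as a covariate 20, 644 and 4. In simulated data of the same sizes with 200 genes changed by a log2 fold change of 2, the test recovered 84% at 24 hr, 67.5% at 48 hr, 79.5% at 72 hr and 0% at 96 hr. With a log2 fold change of 1 it recovered 21.5%, 0.5%, 9.5% and 0%. The adjusted p depends on how many genes change, and many more than 200 were called at 24, 72 and 96 hr. These shares are therefore not the power of the tests on the real data, as the 2871 calls at 96 hr show. The largest falls were in Sodh-1 at 24 hr (FBgn0024289, 3R 7052335-7054541), from 495 ± 74.4 TPM (SD, n = 3) to 11.8 ± 11.6 (SD, n = 6), a log2 fold change of -5.84 (standard error 0.75, adjusted p = 0.0014), in CG34040 at 48 hr, from 92.3 ± 77.7 to 0.995 ± 1.14 (adjusted p = 0.00136), and in BigH1 at 96 hr (FBgn0038252, 3R 14663450-14664822), from 400 ± 214 to 3.90 ± 5.87 (SD, n = 3 each; log2 fold change -6.96, standard error 0.85, adjusted p = 0.0034). Next to these, among genes of at least 10 TPM without overlap, were tobi (-4.89) and Cpr92F (-4.65) at 24 hr, phu (-4.86) at 48 hr, and 2 copies of the histone H2A gene at 96 hr. Cpr47Ea at 48 hr (-4.34) lost its call without control 2 (adjusted p = 0.083) or control 3 (0.0656), and so did Diedel, which rose by a log2 fold change of 6.00 (0.0782 and 0.109). Dro at 96 hr, with a log2 fold change of 6.40, lost its call without any 1 of the 3 controls (between 0.0806 and 0.112).

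**Figure D6:**
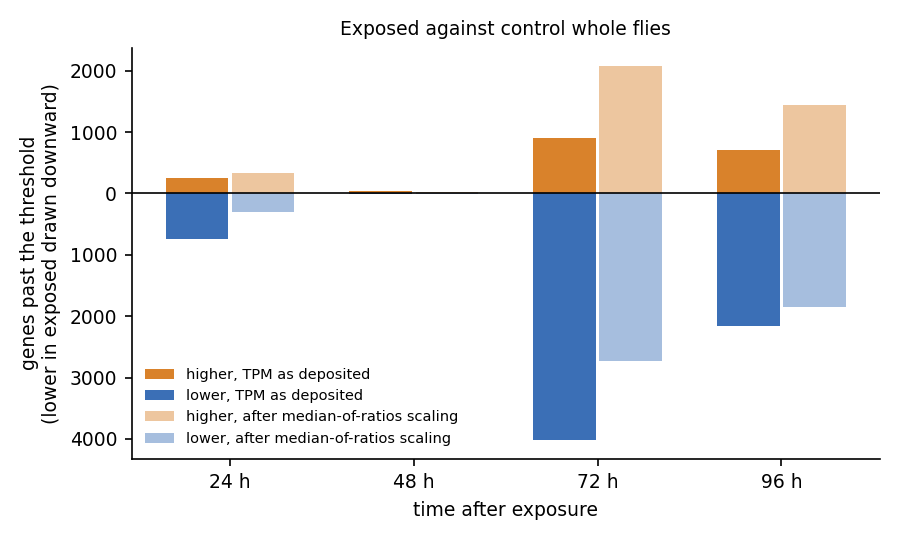
Number of fly genes past the threshold (vertical axis), higher and lower in exposed flies, at each whole-fly time point as deposited and after median-of-ratios scaling (bars). The count is lowest at 48 hr, with 61 as deposited and 32 after scaling.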

### *E. muscae* 'Berkeley' infection and host immune response

The entomopathogen community has maintained that *E. muscae* evades the host response by growing protoplastically (i.e. without a cell wall, components of which would be recognized and targeted by the host immune system). In both the gypsy moth and the greater wax moth, it has been shown that the host immune cells recognize walled *Entomophaga* fungal cells, but there is little cellular response to protoplasts (Butt et al., 1996; Beauvais et al., 1989). Based on these findings, it has been posited that the host does not detect the ever-increasing fungal mass within until the end of infection when the fungus puts on a cell wall that contains epitopes that the host can recognize (Boomsma et al., 2014; De Fine Licht et al., 2017). As a result of ostensibly evading the immune system, it has also been hypothesized that *E. musca*e does not generate toxins, as it would have no incentive to do so in the absence of attack by the host (Boomsma et al., 2014).

Our data show that there is a robust initial response to *E. muscae* 'Berkeley' exposure. Many of the immune genes that are induced with *E. muscae* 'Berkeley' have also been observed to be induced by exposure to other, more generalist fungal pathogens (e.g. *Beauveria bassiana*, *Metarhizium anisopliae* [Valanne et al., 2011; Levitin and Whiteway, 2008]). These data clearly indicate that the host detects an invader early on in infection. Furthermore, there is a detectable immune response through the length of infection (Figure 6, Figure 4—figure supplement 3), though at this point we cannot say if this response is a slow disengagement of the initial response or stimulated de novo by the growing fungus.

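The 3 living flies of 96 hr are the libraries labelled 96 hr exposed 1, 2 and 3. Their median R2 with the 15 control flies, over fly genes on TPM, was 0.579, 0.250 and 0.244, and on log2(TPM + 1) it was 0.675, 0.436 and 0.492. For the libraries labelled 96 hr cadaver 1, 2 and 3 it was 0.585, 0.662 and 0.428 on TPM, and 0.758, 0.647 and 0.522 on the log2 scale. Of the 11 immune genes, 8, 10 and 10 lay above every control fly in 96 hr exposed 1, 2 and 3, and 0, 0 and 3 in 96 hr cadaver 1, 2 and 3. In the library labelled 96 hr exposed 3, Mtk was at 44258 TPM, DptB at 9931 and edin at 2038. Left out, the library labelled 96 hr exposed 1 gave calls for CecA1 (adjusted p = 0.00983), AttA (0.0272), AttB (0.0172), DptA (0.0353) and edin (0.0111) at 96 hr, none of which was called with it, and for Drs as lower (log2 fold change -2.41, adjusted p = 0.0125). On the fungal transcripts, each library was compared with the 6 living flies of 72 hr and the 3 cadavers of 120 hr by its median correlation of log2(TPM + 1). 96 hr exposed 1 was nearer the living flies (0.817 against 0.430), and 96 hr exposed 2 and 3 were nearer the cadavers (0.676 against 0.420 and 0.852 against 0.483). The 6 flies of 72 hr and the 3 cadavers of 120 hr were each nearest to their own state, in both lanes. Fly genes did not separate the states in this way, since the 3 cadavers of 120 hr were nearer the living flies of 72 hr than each other.

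**Figure D7:**
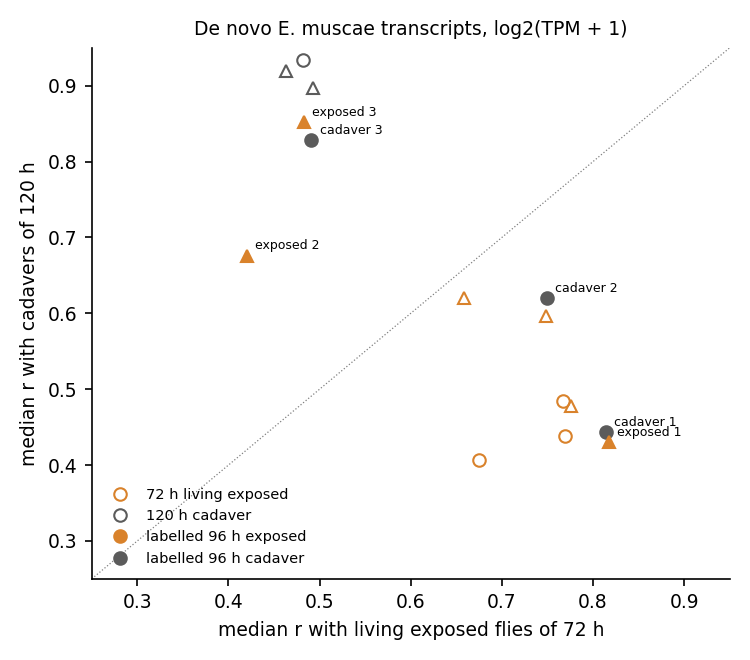
Median correlation of each late library's fungal transcripts (log2(TPM + 1)) with the 3 cadavers of 120 hr (vertical axis) against that with the 6 living flies of 72 hr (horizontal axis); each point is 1 library. The libraries labelled 96 hr cadaver 1 and 2 lie on the side of the living flies, at 0.814 and 0.749, and those labelled 96 hr exposed 2 and 3 on the side of the cadavers, at 0.676 and 0.852.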

Interestingly, the living animals sampled at 96 hr for RNAseq are inconsistent in their host transcriptional immune response: two of the three animals more closely resemble control animals than infected animals in host transcription (Figure 4D, Figure 4—figure supplement 3). At least two scenarios could explain this observation. It is possible that there was a delay in the course of infection compared to contemporaneous samples or that both of these animals were in the process of recovering from infection (i.e. the immune system was effectively combating the fungus). The proportion of fungal reads present in these samples is lower than what would be expected for late time points, which is consistent with either scenario. At this point we simply do not know if every instance of a spore hitting a fly leads to a productive fungal infection. There is some evidence to the contrary: we have consistently observed that some highly- exposed flies die prematurely. These animals are generally smaller than others in the vial and are often covered in spores. This could indicate that getting hit by too many spores (an unlikely outcome in the natural world) leads to an overwhelmed fly (e.g. overactive immune system or accelerated fungal growth) that dies before being manipulated. These flies do not sporulate, though it is possible that they do produce resting spores. On the other hand, we have observed that survival of exposed flies is substantially increased when flies are exposed to small quantities of antifungal. This indicates that there are ways of either halting or slowing an infection, though whether the fly’s immune system is generally capable of doing this is unknown.

It was previously proposed that this fly’s immune system is relatively quiescent during protoplastic fungal growth then becomes overwhelmed by pathogen biomass as the fungus puts on a cell wall in preparation to leave the host (Boomsma et al., 2014). If this were the case, we would expect to observe a sizeable increase in immune gene expression at or immediately preceding the end of life. 

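Each of the 11 immune genes was read in the 6 cadavers and the 9 living exposed flies of 72 and 96 hr. Drs alone had a higher value in some cadaver than in every living fly, 24859 TPM in 120 hr cadaver 3 against 22370 in 96 hr exposed 1. For the other 10 genes, the library labelled 96 hr exposed 3 had the highest value of all 15. The same held after median-of-ratios scaling. Among cadavers, 7 of the 11 genes were highest in 120 hr cadaver 2: AttA (232 TPM), AttB (194), CecA1 (534), CecA2 (202), DptA (151), DptB (187) and Mtk (1851). Drs and AttC were highest in 120 hr cadaver 3, at 24859 and 18.4 TPM, edin in 120 hr cadaver 1, at 5.20, and PGRP-SA in 96 hr cadaver 3, at 81.2. In the living flies the median was 17.8 TPM for AttA, 43.8 for CecA2, 166 for DptB and 1660 for Mtk, and in the cadavers 74.4, 1.82, 13.2 and 327. In the 15 controls Mtk had a median of 25.6 and a maximum of 424. With 1 fly singled out of 6, no test was made.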

Five of our six cadavers sampled for transcriptomics have similar levels of immune gene transcripts compared to *E. muscae* 'Berkeley'-exposed animals sampled at 72–96 hr, which is inconsistent with this trend, however, the sixth cadaver exhibits higher expression of antifungal peptides (Drosomycin, Attacin-A, B and C, CecropinA1 and A2, DiptericinA-B and Metchkinowin), edin (elevated during infection) and peptidoglycan recognition protein SA. It could be the case that the immune system is overwhelmed in all animals immediately preceding death; we could have sampled too late to observe it in the other five samples but were able to see it in one sample that was late to respond. However, one can imagine that in the presence of copious fungal epitopes the fly immune system would continue to be highly engaged until death, not return to levels comparable to earlier time points (i.e. 72 hr), as seen in the majority of sampled cadavers. While the majority of our data is inconsistent with the notion that the fly’s immune system is overwhelmed immediately preceding death, we cannot formally exclude this possibility given our small sample size (six individuals).

### Why is *E. muscae* 'Berkeley' in the brain?

Our work demonstrated that *E. muscae* 'Berkeley' is present in the nervous system system relatively early in infection, just 48 hr following exposure. The invasion of the nervous system by *E. muscae* 'Berkeley' grants the fungus direct access to host neurons and may be mechanistically important for achieving behavioral manipulation of the host fly. However, we should be careful to consider any and all possible ways *E. muscae* 'Berkeley' could alter host behavior before jumping to this conclusion.

We can imagine four general mechanisms by which *E. muscae* is able to achieve behavioral manipulation. The fungus could invade the nervous system in order to localize adjacent to and impinge on the activity of particular neurons through chemical or physical means. However, we are skeptical that this is the case as our observations do not support specific localization of the fungus in the CNS.

A second possibility is that the fungus invades the nervous system in order to gain access to either a particular group or groups of neurons or all neurons generally, but does not localize within the CNS in a stereotyped manner. Rather it is sufficient that it has crossed the blood brain barrier, which insulates the nervous system from the activities in the hemolymph and allows for the selective transport of compounds to and from the hemolymph, allowing the fungus to modulate the activity of neurons by secreting compounds that diffuse throughout the CNS. The secreted compounds could be specific, only altering the activity of a subset of susceptible neurons, or could be more general, changing activity over many or all neurons. This is somewhat akin to the mechanism by which jewel wasps (*Ampulex compressa*) alter cockroach behavior - after an initial injection of a chemical cocktail that sedates the cockroach, the wasp then injects toxins into the brain, which decreases neural activity and renders the cockroach unlikely to spontaneously initiate walking though still capable of walking when lead by the wasp (Haspel et al., 2003; Gal and Libersat, 2010). Interestingly, another Entomophthoralean fungus, *Strongwellsea magna,* is also known to invade the nervous system of its lesser house fly host (*Fannia canicularis*) during infection (Humber, 1976). In this case, the author proposed that this did not have consequences for behavior.

A third possibility is that the fungus does not need to invade the nervous system in order to change the host’s behavior. The fungus could be secreting a compound into the hemolymph that is capable of crossing the blood brain barrier and altering neuronal activity. Alternatively, the fungus could be secreting a compound into the hemolymph that changes the host’s internal state (either directly or by leading the host to respond in a way that causes the internal state to change), which leads the animal to respond by executing one or more of the end-of-life behaviors. *Ophiocordyceps unilateralis* likely employs this strategy in its carpenter ant host, *Camponotus castaneus* - the fungus never invades the nervous tissue but still induces clear behavioral manipulations, which are almost certainly underpinned by changes in host neurobiology (Fredericksen et al., 2017).

Lastly, it’s possible that the fungus does not secrete compounds to induce these behaviors. Instead, it could be that these behaviors are naturally elicited in response to large-scale tissue destruction. While we believe this last scenario to be highly unlikely, it cannot yet be ruled out.

For these last two proposed mechanisms, the fungus would not need to invade the CNS in order to affect behavior. In these cases, the fungus could be invading the CNS as a means of escaping immune surveillance. By establishing a reservoir in the CNS, the fungus could replenish dying cells in the hemolymph in order to ensure that the infection took hold. Alternatively, the fungus could invade the CNS because it provides a rich, nutritive substrate to sustain the fungus. This scenario is inconsistent with our histological data both from flies that are not executing end-of-life behaviors (Figure 6) and flies that are executing end-of-life behaviors show that the brain is largely intact, indicating that the fungus abstains from consuming these tissues until host death.

Transcriptomic analysis of dissected brains from exposed females at 24, 48 and 72 hr with confirmed *E. muscae* 'Berkeley' infections showed only subtle changes in host gene expression compared to uninfected controls (Figure 8). We propose that single-cell transcriptomic profiling of brains from infected animals actively exhibiting fungal-induced behaviors could be a means to gain insight into which specific neuronal populations are targeted by the fungus and the molecular mechanisms within these cells that mediate fungal manipulation. Consistent with our histological experiments, our transcriptomic data showed that *E. muscae* 'Berkeley' is present in the brain and that, taking *E. muscae* 'Berkeley' reads as a proxy, fungal titer increases with the progression of infection (Figure 8—figure supplement 1).

### Behavior and beyond: the utility of the *E. muscae* 'Berkeley'*-D. melanogaster* system

The past decade has seen an explosion of tools for characterizing and manipulating the nervous system of *D. melanogaster*, including a catalog of the types and corresponding expression patterns of its approximately 100,000 neurons, a complete map of connections in the brain, reagents for conditionally activating or inactivating specific sets of neurons as well as purifying these cells, and methods for automatically tracking and classifying behaviors in populations. Our development of a robust system of microbially induced behavior manipulation in *D. melanogaster* will allow us, and we hope many others, to leverage the powerful molecular and neurobiological toolkit of *D. melanogaster* to explore the molecular basis of this fascinating but still mysterious biological phenomenon.

## Materials and methods

### Fly husbandry

Healthy wild-type, CantonS Wolbachia-free (WF) D. melanogaster were reared on Koshland diet (0.68% agar, 6.68% cornmeal, 2.7% yeast, 1.6% sucrose, 0.75% sodium tartrate tetrahydrate, 5.6 mM CaCl2, 8.2% molasses, 0.09% tegosept, 0.77% ethanol, 0.46% propionic acid) supplemented with activated dry yeast pellets (Red Star) at 21°C on a 12:12 light:dark photoperiod. Any time the photoperiod needed to be adjusted, flies were reared from third instar or earlier on the desired photoperiod to ensure that emerging adults were properly entrained.

### Fendel tending

Wild fruit flies were caught by directly aspirating from an uncovered plastic dishwashing pan (aka the ‘fendel’) that was baited with quartered organic watermelon and an assortment of other organic fruits. Aspirated flies were transferred onto Koshland diet and housed at ambient temperature and ambient humidity. Baiting and capture was performed in the spring through early fall of 2015 at a personal residence in Berkeley, CA.

### PCR genotyping

DNA was extracted from individual cadavers or 1.5 mL of in vitro culture using the QIAamp Micro Kit (QIAGEN) following the tissue protocol. These DNA preparations were used to amplify the desired sequences. Entomophthora-specific ITS primers (emITS: emITS-1 5’- TGGTAGAGAATGATGGCTGTTG-3’, emITS-4 5’- GCCTCTATGCCTAATTGCCTTT-3’) or fungal- specific large subunit primers (LSU: LR3-1 5’- GGTCCGTGTTTCAAGAC-3’, LR0R-4 5’- GTACCCGCTGAACTTAAGC-3’) were used to genotype Entomophthora (James et al., 2006); cytochrome oxidase II primers (tLEU: 5' ATGGCAGATTAGTGCAATGG 3' and tLYS: 5' GTTTAAGAGACCAGTACTTG 3') were used to genotype infected Drosophila hosts Liu and Beckenbach (1992). Each reaction was performed using GoTaq 2x colorless mastermix (Promega) with 800 nM of each forward and reverse primer with the following thermocycling conditions: 95°C for 5 min followed by 35 iterations of 95°C for 30 s, 51°C for 30 s then 72°C for 1 min/kb then 72°C for an additional 10 min. Reactions were checked by gel electrophoresis in 1% agarose. Successful reactions were prepared for sequencing using ExoSap-IT (Affymetrix) per manufacturer’s instructions and submitted with each amplification primer for Sanger sequencing. Assembly of forward and reverse reads was attempted to generate a consensus sequence using Seqman Pro (DNA Lasergene v.10). Sequences were searched against the BLAST NT database using blastn.

### Isolating *E. muscae* 'Berkeley' in vitro

To grow E. muscae 'Berkeley' in vitro, first spores were collected using the ascending conidia collection method (i.e. by placing a fresh cadaver in the bottom of a sterile petri dish and allowing the cadaver to sporulate overnight) (Hajek et al., 2012). The following morning, the lid of the dish was rinsed with 10 mL of Grace's insect medium (1x) supplemented with L-glutamine, 3.33 g/L lactalbumin hydrolysate, 3.33 g/L yeastolate (ThermoFisher Scientitfic # 11605–094) containing 5% fetal bovine serum (Invitrogen) and transferred to a vented, treated T25 tissue culture flask (Corning # 10-126-10) using sterile technique. The culture was then incubated at room temperature in the dark until growth was apparent (non- homogenous white spheres floating in the medium). The culture was genotyped with emITS and LSU primers to confirm that it was *E. muscae* and was an identical match to the cadaver that produced the spores which started the culture (‘Fendel mama’) at these loci. The culture was periodically examined at 100-400x on a compound microscope to confirm proper morphology and absence of contamination. The isolate is deposited in the USDA Agriculture Research Service Collection of Entomopathogenic Fungal Cultures (ARSEF) under accession number 13514.

### Isolating and optimizing in vivo *E. muscae* 'Berkeley' infection

Wild fruit flies sampled from the fendel and housed on Koshland food were monitored nightly for two weeks after capture for deaths due to *E. muscae* 'Berkeley'. Freshly killed cadavers were separated from their living conspecifics by briefly anesthetizing live flies via cold anesthesia (incubating 2–3 min in a residential freezer). Fresh cadavers (anywhere from 1 to 10, depending on availability) were placed on chunks of organic banana in a wide Drosovial with kimwipes to sop up excess moisture. Approximately, 50 healthy flies were then transferred onto the prepared vial by flipping (no anesthesia was used). The plug of the vial was pushed down to confine the flies within a few centimeters to improve the likelihood that they would encounter flying spores. Leaving the exposed flies with the spent cadavers was initially problematic as we were working without access to anesthesia or a microscope and had to identify new cadavers by naked eye. Additionally, the raw banana began to ferment and break down, leading to excess moisture which was prematurely killing some of our exposed flies. To avoid these issues, the exposed flies were transferred to a new banana/kimwipe vial after the first 48 hr. This was done by allowing the living flies to climb into an empty ‘holding’ vial then flipping them onto the fresh vial. The flies were monitored daily for deaths; cadavers were removed after allowing healthy flies to climb into a ‘holding’ vial and used to start new exposure vials.

### In vivo propagation of *E. muscae* 'Berkeley' infection

Cadavers are collected daily 2–5 hr after the end of the 12 hr light cycle from exposure vials that are between 96 and 168 hr (4 and 7 days) old. All flies that will die on this day because of *E. muscae* 'Berkeley' infection will be dead by this time and will be extremely swollen with fungal growth, making them obvious among the living flies. CO_2_ is used to anesthetize the living flies in exposure vials and collect cadavers, which are placed in a petri dish with a piece of Whatman paper wetted with deionized water to mitigate static. Molten cadaver embedding medium is preparing by microwaving solidified AS solution (1.5% agar, 10% sucrose) and poured into a clean 100 × 15 mm petri dish just enough to cover the bottom of the dish. As soon as the agar has set, six cadavers are embedded head first in a circle of diameter <2 cm with their wings on the outside of the circle. The wings are pressed into the agar to ensure they do not intercept any launched conidia. The agar is allowed to completely set before continuing. The cadaver circle is cut out from the set agar by using an empty, wide-mouth Drosophila vial (FlyStuff). The agar disc containing the fly circle is then transferred, cadaver-side up, into an empty, wide-mouth Drosophila vial. A ruler is used to mark 2 cm above the surface of the agar. CantonS flies reared on the same 12 hr light cycle on Koshland medium are collected from eclosing vials using CO_2_ anesthesia. Fifty healthy flies are added to the vial container the agar disc with cadavers and tapped down until all flies are under the 2 cm mark. A Droso-plug (FlyStuff) is pushed into the vial such that its bottom is flush with the 2 cm mark. The vials are incubated for the first 24 hr at 18°C in a humid chamber (~95% humidity, 2L plastic beaker lined at the bottom with wetted paper towels or kimwipes and covered with foil), to encourage sporulation. After 24 hr, the Droso-plug is lifted to relieve the confinement of the flies and the vial is moved to a 21°C incubator (~60% humidity). After 48 hr, the exposed flies are transferred onto GB+ medium (40% organic banana [w/v], 2% agar, 0.3% propionic acid) without anesthesia; incubation continues at 21°C. Cadavers are collected daily 2–45 hr after the end of the 12 hr light cycle from exposure vials that are between 96 and 168 hr (4 and 7 days) old. The process is repeated daily to supply cadavers for experiments and ensure the infection is maintained.

### Photography and videography

Pictures and videos of dead and dying flies (extending probosces and raising wings) were taken with a Nexus 5x (Google) or iPod Touch (Apple) aided by attaching a macrolens (Luxsure) to the device camera lens or by aligning the device camera lens with the eyepiece of a dissecting scope. Images were taken under ambient light, humidity and temperature.

Time lapse microscopy was taken via a USB microscope (DinoLite Digital Microscope Pro) using DinoLite software v1.12 (Figure 3A,B) or on a Nikon 80i compound microscope equipped with a Hamamatsu black and white camera (C11440) using MetaMorph software (v. 7.8.00, Molecular Devices) (Figure 3C,D). Each time lapse consists of images collected once a minute for the indicated duration. Images were taken under ambient temperature and humidity.

High-speed videos (18,000–54,000 fps) were filmed with a 5x objective on a Axiovert 200 microscope (Zeiss) equipped with an Photron Fastcam 1024PCI. Cadavers were mounted in 1.5% agar on a glass slide and arranged such that forming conidiophores and conidia were visible (for spore ejection) or such that cadavers sporulated onto a #1 glass coverslip in the plane of the camera (for spore landing). Video was captured via Photron Fastcam Viewer software, running at the indicated frames per second in end trigger mode (new frames were continually captured and old frames dumped until the user triggered the filming to stop). Spores or landing sites were manually watched until a spore disappeared or appeared, then video was stopped and last ~10 s of footage were manually searched for the spore launching or landing event.

### Circadian timing of death

CantonS WT flies were reared on a 12:12 light cycle (photophase 1 am – 1 pm or 7 pm -7 am PDT, as indicated). For experiments run in complete darkness, flies were exposed to *E. muscae* 'Berkeley' via the anesthesia-dependent protocol with 25 adults exposed per vial instead of the standard 50. All exposure vials were set up before the utilized cadavers sporulated (within 2 hr of the light-dark transition). Exposure vials were housed in a humid chamber in a dark 21°C incubator wrapped in blackout cloth for approximately 24 hr before loading into Drosophila activity monitors (DAMs, Trikinetics). Before loading flies, DAM tubes (5 x 65 mm, polycarbonate) were prepared containing such that one end of the tube held approximately one cm of 1.5% agar, 10% sucrose and was wrapped in parafilm to prevent drying out.

To load the flies, all accessible light sources were disabled before removing the humid chamber from 21°C and placing on the bench at RT. Vials of flies were kept under a foil-lined box as they waited to be processed. One vial at a time was retrieved from the box, knocked out with CO_2_ under a dissecting scope whose LED light ring was covered with a red gel filter (Neewer), sorted by sex and loaded into individual DAM tubes with the aid of a red LED flashlight (KMD Aero) before capping each tube with an autoclaved cotton plug. For each vial, eight females and eight males were chosen for loading into DAM vials. Unexposed flies (i.e. controls) were always processed before proceeding to exposed flies. CO_2_ pad was wiped down with 70% ethanol between vial types to present cross-contamination. DAMs were loaded from bottom to top row, filling a row and securing each tube with rubber bands before proceeding to the next. Loaded tubes were kept under a foil-lined box to prevent light exposure. When all loading was finished, DAMs were covered with blackout cloth and transported back to the 21°C incubator. There they were attached to the DAM interface unit and recording began, binning counts in 30 s intervals. Recording continued for ~170 hr until the experiment was stopped.

Like with loading, experiments were stopped by first disabling all light sources, then carefully disconnecting and removing DAMs from the 21°C incubator to not disturb adjacent experiments, and sealing incubator before turning on the overhead lights for manual inspection. Each DAM tube was inspected to see if the fly was dead or alive. If dead, the tube was inspected for evidence of sporulation to determine if the cause of death was patent *E. muscae* infection. For experiment run on a 12:12 light cycle, flies were exposed as above but without concern for light contamination; resultant DAMs were housed on a 12:12 light cycle for the duration of the experiment. Each channel was checked daily following sundown to see which flies had died within the previous 24 hr.

DAM data were processed in Python to determine time of last movement (accurate to 30 s) and to plot movements over time. For each channel, the reported time of last movement was manually cross- checked using the plot of activity data. In cases where there was an erroneous movement (i.e. a signal occurring more than 24 hr after the fly’s last movement), the time of last death was manually re- assigned. For data visualization, data were binned into 15–30 min intervals and the average movements of unexposed animals (controls), exposed or entrained light cycle of exposed flies and cadavers and the time of last movement for each observed cadaver were plotted in Prism (GraphPad). There were no obvious differences between male and female activity for the unexposed animals so sexes were combined for data analysis.

### Collection and staining of primary conidia

Three to six fresh cadavers (i.e. those who had not yet sporulated) were collected from exposure vials using the anesthesia dependent methods detailed above. Sporulation chambers were prepared as follows: a small piece of Whatman paper was placed in the base of a small petri dish (60 x 15 mm) and wetted with DI water. A bloated cadaver was chosen for each chamber and its wings were removed. The cadaver was placed in the middle of the Whatman paper and the chamber was topped with a custom, 3D-printed top that included a square opening slightly smaller than a standard 22 × 22 mm coverslip. The top and bottom were sealed using parafilm and a new coverslip was placed over the opening. Cadavers were left in the chambers at room temperature to sporulate. Coverslips were changed every 30 min to 1 hr, as needed, and promptly stained for microscopy by applying Hoechst (1 µg/mL). Spores were imaged on a compound microscope at 40x for measuring conidia attributes; exact distances were determined by calibration with a 0.01 mm micrometer (OMAX). For each attribute (number of conidia, length and width of conidia, diameter of nuclei), at least 50 different primary conidia were counted from three different cadavers.

### RNA experiments

RNA was prepared from each thawed sample by homogenizing with an RNase-free pestle (Kimble Chase), washing the pestle with 750 µL Trizol, then proceeding using the manufacturer’s protocol. For reverse-transcription PCR (RT-PCR) and transcriptomic experiments, three mock vials and three exposure vials were started with 25 CantonS WF flies 0–1 days old (RT-PCR, whole flies) or 1–2 days old (dissected brains) with either zero (mock) or six (exposure) cadavers embedded in AS. Flies were incubated for the first 24 hr at 18°C confined to 2 cm with cadavers, then moved to 21°C where the confinement was relieved. Flies were transferred to GB +at 48 hr where they continued to be housed at 21°C. (Vials were sampled every 24 hr for 72 (dissected brains), 96 (RT-PCR) or 120 (whole flies) hours by anesthetizing the entire vial with CO_2_. Exposed animals were preferentially selected based on evidence of contact with fungus (e.g. spores or melanization responses thereto visible on cuticle). Sampling for each time point consistently occurring between 2–3 hr following the light-dark transition. Before sampling, all equipment used to manipulate flies (e.g. CO_2_ pad, forceps etc.) were treated with 10% bleach, wiped with DI water then sprayed with 70% ethanol. All materials that handled flies (CO_2_ gun, pad, forceps) were treated with 10% bleach and rinsed with DI water between sampling exposure vials. Control vials were always sampled first. Sampled material (either whole fly or dissect brain) was immersed in 250  µL Trizol then immediately flash frozen with liquid nitrogen. Samples were stored at −80C until extraction.

### RT-PCR

One control female (24–96 hr) and two infected females (24–72 hr) or one fresh cadaver (96 hr) from each vial were collected as described above. RNA was prepared from each thawed sample by homogenizing with an RNase-free pestle (Kimble Chase), washing the pestle with 750 µL Trizol, then proceeding using the manufacturer’s protocol. RNA was then treated with Turbo DNase (ThermoScientific) per the manufacturer’s protocol and quantified using a Qubit Fluorometer (Qubit RNA HS assay kit, ThermoFisher Scientific). For each sample, 1 μL or 160 ng of DNase-treated RNA, whichever was more, was added to a new, nonstick tube and mixed with two pmol primer emITS1, 770 nM dNTPs in a final volume of 13 μL. The reaction was incubated at 65°C for 5 min then incubated on ice for at least 1 min before proceeding. To the mixture was added 5x First Strand Buffer (1x final, ThermoFisher Scientific), 100 mM DTT (5 mM final, ThermoFisher Scientific), 1 µL RNaseOUT (ThermoFisher Scientific) then 200 units of SuperScript III RT (ThermoFisher Scientific). After thorough mixing, each tube was incubated at 55°C for 60 min to reverse transcribe then 70°C for 15 min to heat kill the transcriptase. To amplify E.muscae-specific cDNA, 2 µL of the reverse transcription reaction was mixed with GoTaq 2x colorless mastermix (1x final, Promega) and 500 nM each primers emITS1 and emITS4 (5’- GCCTCTATGCCTAATTGCCTTT-3’) then run on a thermocycler with the following settings: 95°C for 5 min followed by 35 iterations of 95°C for 30 s, 61°C for 30 s then 72°C for 30 s then 72°C for an additional 10 min. Four μL of each reaction was analyzed by gel electrophoresis in 1% agarose.

### Whole fly in vivo RNAseq time course

One control female (24–120 hr) and two infected females (24–72 hr), one infected female and one cadaver (96 hr) or one cadaver (120 hr) from each vial were collected as described above. RNA was prepared from each thawed sample by homogenizing with an RNase-free pestle (Kimble Chase), washing the pestle with 750 µL Trizol, then proceeding using the manufacturer’s protocol. RNA was quantified using a Qubit Fluorometer (Qubit RNA HS assay kit, ThermoFisher Scientific) and quality was checked by running on a RNA 6000 Pico chip on a Bioanalyzer 2100 (Agilent Technologies). High quality RNA was then treated with Turbo DNase (ThermoScientific) per the manufacturer’s protocol. RNAseq libraries were prepared with the TruSeq RNA v2 kit (Illumina) using 500 ng of input RNA per sample. Samples were multiplexed 21 samples to a lane and sequenced using 100 bp paired-end reads on a HiSeq 4000 at the QB3 Vincent J. Coates Genomic Sequencing Facility at UC Berkeley. Raw reads are available through NCBI’s Gene Expression Omnibus (GEO) in series GSE111046.

### Dissected brain RNAseq

Brains were individually dissected and sampled from first three control and then three exposed females. Each animal was dissected in sterile 1x PBS in its own disposable dissection chamber (35 mm petri dish lined with 2–3% agar) and dissecting forceps were treated with 3.5% hydrogen peroxide then rinsed with sterile water between samples to prevent nucleic acid carryover. The body of each animal was saved and subjected to a DNA extraction using the manufacturer’s provided protocol for the isolation of genomic DNA from tissues (QIAamp DNA Micro kit, QIAGEN) eluting in 20 µL of buffer AE. For each fly body, 1 µL was used to template a PCR reaction consisting of 12.5 µL GoTaq, 2 µL of each primer emITS1 and emITS4 (10 µM stocks), and 7.5 µL water for a final volume of 25 µL. Reactions were cycled with the following conditions: 95°C for 5 min followed by 35 cycles of 95°C for 30 s, 51°C for 30 s and 72°C for 1 min, then a final 10 min extension at 72°C. Reactions were analyzed via gel electrophoresis to confirm that all exposed animals had come into contact with *E. muscae* 'Berkeley' and that control animals were uninfected.

RNA was prepared from each thawed sample by homogenizing with an RNase-free pestle (Kimble Chase), washing the pestle with 750 µL Trizol, then proceeding using the manufacturer’s protocol. RNA was quantified using a Qubit Fluorometer (Qubit RNA HS assay kit, ThermoFisher Scientific) and quality was checked by running on a RNA 6000 Pico chip on a Bioanalyzer 2100 (Agilent Technologies). One replicate control RNA sample for the 48 hr time point was lost prior to library preparation so was omitted. High quality RNA was then treated with Turbo DNase (ThermoScientific) per the manufacturer’s protocol. RNAseq libraries were prepared with the TruSeq RNA v2 kit (Illumina) using all of the extracted RNA for each brain, 17–75 ng of input RNA per sample. Samples were multiplexed 17 samples to a lane in equimolar amounts and sequenced using 100 bp paired-end reads on a HiSeq 4000 at the QB3 Vincent J. Coates Genomic Sequencing Facility at UC Berkeley. Raw reads are available through NCBI’s GEO in series GSE111046.

### *E. muscae* ‘Berkeley’ de novo transcriptome assembly

An initial reference (Emus-Ref1) was assembled from reads from exposed in vivo time course samples that had first failed to align as pairs to the *D. melanogaster* transcriptome (r6.11, HiSat2) then failed to align as singletons to the *D. melanogaster* genome (r.611, bowtie2) using TRINITY with the developer’s recommended settings (Grabherr et al., 2011). After assembly, all in vivo time course reads were aligned to Emus-Ref1 to assess contamination of non-*E. muscae* sequences as estimated by percentage of reads from control (unexposed) samples that aligned to the reference. All Emus-Ref1 transcripts were searched using blastn for homology (evalue 1e-40 or smaller) to organisms not annotated with Blast names ‘fungi’ or ‘chytrid’ or Blast species name ‘Twyford virus’. These transcripts were removed to generate Emus-Ref2. All in vivo time course reads were aligned to Emus-Ref2 to assess contamination of non-*E. muscae* sequences. Transcripts that were not expressed by any sample (TPM = 0) or where TPM of uninfected samples accounted for more than 10% of TPM summed across all samples were removed to generate Emus-Ref3. All in vivo time course reads were aligned to Emus-Ref2 to assess contamination of non-*E. muscae* sequences. Transcriptome completeness was estimated by BUSCO v1.1 analysis using the fungal reference set (1438 BUSCOs).

### RNAseq data analysis

To calculate gene expression, we aligned reads sequentially to the following references, with only reads not aligned to the previous genome used as input for the next genome: *D. melanogaster* mRNAs, *D. melanogaster* non-coding RNAs, unannotated *D. melanogaster* transcripts, the *D. melanogaster* genome version 6.21, a collection of microbial genomes, the coliphage phiX174 genome (used in calibrating Illumina sequencers and a common contaminant of sequencing data), the genomes of several viruses, unannotated transcripts not present in current versions of either the *D. melanogaster* or *E. muscae* genomes, Emus-Ref3, annotated transcripts from the draft version of the *E. muscae* genome, unannotated *E. muscae* transcripts, and the draft version of the *E. muscae* genome.

The *D. melanogaster* RNAs and genome were version 6.21 downloaded from www.flybase.org. The phiX174 genome is GenBank accession AF176034.1. The microbial genomes, chosen because of the presence of reads aligning to these or closely related genomes in draft transcriptomes, were *Pichia kudriavzevii* (GenBank accessions CP028773.1-CP028778.1), *Saccharomyces cerevisiae* (strain S288C) downloaded from www.yeastgenome.org, *Gluconobacter albidus* (GenBank accession CP014689.1), *Gluconobacter oxydans* (GenBank accession LT900338.1), *Acetobacter pasteurianus* (GenBank accession AP014883.1), and *Leuconostoc pseudomesenteroides* (GenBank accession AM773723.1). The viruses used were Noravirus (GenBank accession JX220408.1) and a previously undescribed iflavirus. We used draft versions of the *E. muscae* genome and genome annotation available through NCBI (PRJNA479887). Prior to alignment we masked both Emus-Ref3 and genome annotated *E. muscae* transcripts by aligning using blastn against the *D. melanogaster* genome and converting any region in either *E. muscae* transcriptome with hits with e-value <1e-10 to N. Unannotated transcripts were identified by assembling reads from 72 hr infected samples from the time course experiment using Trinity (default parameters). Resulting transcripts large than 300 bp were aligned using blastn (default parameters) to the genomes of *D. melanogaster* and *E. muscae*. Any sequences with hits with e-value <1e-10 to either *D. melanogaster* or E.*E. muscae* (but not both) was considered an unannotated transcript from that species; all other sequences (those that aligned to neither or both genomes) were considered unassigned unannotated sequences.

Proportion of *D. melanogaster* aligned reads in Figure 4A were calculated by dividing the number of reads aligned to the *D. melanogaster* transcriptome reference by the sum of all reads aligned to the *D. melanogaster* transcriptome, the *E. muscae* 'Berkeley' transcriptome reference and annotated transcripts from the *E. muscae* ‘Berkeley’ genome. Proportion of *E. muscae* ‘Berkeley’ aligned reads were calculated as above, but using the sum of reads aligned to the *E. muscae* 'Berkeley' transcriptome and annotated transcripts from the *E. muscae* ‘Berkeley’ genome as the numerator. Transcript abundance (transcripts per million, TPM) was estimated from bowtie2 alignments (.bam files) using Salmon (Patro et al., 2017). Data were analyzed using hierarchical clustering by gene (Cluster 3.0), ANOVA between grouped treatments (scipy.stats) and GO term analysis (PANTHER [Mi et al., 2016]). Hierarchical clustering heatmaps were generated in Java TreeView; other data were plotted in matplotlib (Python), Prism (GraphPad) or Excel 2013 (Microsoft).

### Paraffin embedding and microtomy of whole flies

Two mock and two exposure vials were started daily for seven days each with 50 CantonS WF flies 0–1 days old with either 0 (mock) or 6 (exposure) cadavers embedded in AS. Flies were incubated for the first 24 hr at 18°C confined to 2 cm with cadavers, then moved to 21°C where the confinement was relieved. Flies were transferred to GB+ at 48 hr where they continued to be housed at 21°C. Vials were sampled every 24 hr via CO_2_ anesthesia then infiltrated and embedded in paraffin. For detailed protocol, see dx.doi.org/10.17504/protocols.io.k5ecy3e. Briefly, flies were fixed 24–36 in ice-cold Carnoy’s (6:3:1 ethanol:chloroform:glacial acetic acid) at 4°C. Samples were next dehydrated by stepping through a series of increasing ethanol concentrations Samples were then transitioned into Histoclear (National Diagnostic) before slowly introducing Paraplast (Sigma). Samples were infiltrated with Paraplast for at least 84 hr at 60°C with gentle shaking before embedding in base molds with embedding rings (Thermo Scientific) and drying overnight. Samples were stored at room temperature until they were sectioned at 8 μm with an RM2255 microtome (Leica), applied to Polysine slides (ThermoFisher Scientific) and dried overnight at 42°C. Sections were stored at room temperature for up to three weeks before Safranin O/Fast Green FCF staining or up to one week before fluorescence in situ hybridization (FISH).

### Safranin O/Fast Green FCF staining of paraffin sections

Slide-mounted sections were dewaxed with two, 10 min changes of Histoclear then rehydrated to 70% ethanol with a decreasing ethanol series. Sections were then stained one-at-a-time following Johansen’s Safranin and Fast Green protocol (Ruzin, 1999) then checked under a dissecting scope before mounting in DEPEX mounting medium (Electron Microscope Sciences) and drying overnight. Slides were imaged using a 20x objective with the Axio Scan.Z1 (Zeiss).

### Fluorescent in situ hybridization (FISH) of paraffin sections

Slide-mounted sections were dewaxed with two, 10 min changes of Histoclear then rehydrated to 70% ethanol with a decreasing ethanol series. Slides were incubated in 0.2 M HCl at 37°C for 45–60 min and rinsed in DI water before applying 80 μL of hybridization solution (20 mM Tris-HCl pH 8.0, 0.9 M NaCl, 0.01% sodium dodecyl sulphate, 30% formamide) containing 100 pmol/μL of an *E. muscae* 'Berkeley'-specific DNA probe (AlexaFluor633-5’-TGCTAAAACAGCACAGTT-3’, ThermoFisher Scientific). Slides were incubated overnight in a humid chamber at room temperature. The following day, slides were briefly washed in 1x PBS with 0.3% Triton-X100, rinsed in 1x PBS and mounted in ProLong Gold with DAPI (ThermoFisher Scientific). Slides were cured for 24 hr before imaging on a LSM 800 confocal microscope (Zeiss) with 5x-40x air objectives.

How the deposited data were processed for this re-analysis (not part of the article)

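The authors aligned reads to the fly and fungal references with bowtie2 and estimated TPM with Salmon, and the TPM values were used as deposited, without counts. Each fungal table sums to 1000000 TPM in every library, controls included, so these tables give neither the depth nor the share of fungal reads, which the paper plots in Figure 4A and Figure 8—figure supplement 1, and the planned analysis of the fungal read share could not be run. The number of de novo fungal transcripts above 0 stands in for it. Sample conditions and lanes were taken from the sample labels. Replicate numbers came from the labels for brains and from the header of the expression tables for whole flies, whose labels give none.

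Comparisons used limma 3.58.1 in R 4.3.3 on log2(TPM + 1) with an intensity trend (2-sided), over genes with at least 2 TPM, or fungal transcripts with at least 10 TPM, in at least 3 libraries of the tissue, and a Benjamini-Hochberg adjusted p under 0.05. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 did the rest. Differences between single values used exact permutation tests (2-sided), and relations across libraries used permutations of the libraries. Changes between time points were tested as interactions. In simulated data with the means and spreads of each comparison, the test called 0 changed genes in the wrong direction.

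Gene lists were tested with camera (inter-gene correlation of 0.01) and fry. The 12 fixed lists were the antimicrobial peptide and recognition genes named in the paper, Toll pathway, melanization, eggshell, germline of the ovary, phototransduction, circadian clock, citric acid cycle, mitochondrial ribosomal proteins, cytoplasmic ribosomal proteins, glutamine and glutamate metabolism, and maltases and trehalase. There were 3 marker lists for brains: fat body, clock genes of the phase of tim, and clock genes of the opposite phase. The design, the lists and the alternatives were set before the data were examined, apart from 3 alternatives named as later choices where they appear.

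The genes named were fixed by rule: every host gene the paper names in its text, the 3 called genes with the largest rise and the 3 with the largest fall in each comparison, given a mean of at least 10 TPM and no overlap between groups, the members of each list with the largest and the smallest change, and 2 fungal transcripts in each direction. Of the list members, those of the time points discussed are printed. The result for 1 list member that the rule names is not reported here.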

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

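Among the tests below, those of other splits, permuted time labels, lanes and scaling of the differences between time points, the depth of 72 hr exposed 1, the other immune genes of 24 hr exposed 4, the paralog of CecA2 and the shares of whole-fly RNA were chosen only after the result was seen.

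In 7 of 64 tests, of 16 measures in each of 4 groups of 6 libraries, 1 library lay far from the others by Dixon's ratio, past its 95% critical value, where chance alone gives about 1 in 20. The measures are not independent. In 3 of them a number of transcripts stood out: 1109 fungal genome transcripts above 0 in 24 hr exposed 3 (others 535 to 741), 2542 in 48 hr exposed 6 (others 230 to 1015), and 12405 fly genes above 0 in 72 hr exposed 1 (others 11608 to 11765). Each of these libraries had the smallest fly TPM above 0 of its group, 0.00313 (others 0.00441 to 0.0123), 0.00361 (0.0056 to 0.00974) and 0.0036 (0.00638 to 0.0259), as a deeper library would. Depth therefore stays open as the source, and a difference between flies was not tested.

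In the other 4, a single gene stood out: edin at 15.81 TPM in 24 hr exposed 4 (others 0 to 1.54), fru at 3.201 in 72 hr exposed 2 (others 12.03 to 17.45), CecA2 at 201.5 in 120 hr cadaver 2 (others 0 to 5.62) and edin at 5.197 in 120 hr cadaver 1 (others 0 to 0.211). After median-of-ratios scaling, Dixon's ratios on log2(TPM + 1) were 0.726, 0.881, 0.663 and 0.916, all above the critical value, which argues against the authors' normalization. In 24 hr exposed 4 the mean of the 11 immune genes, 5.84 above the controls, was the highest of its group, which argues against a stray value of 1 gene. Reads shared between paralogs stay open for CecA2, since CecA1 was also the highest of the cadavers in 120 hr cadaver 2, at 533.9 TPM (others 1.61 to 110.9). Differences between individual flies stay open, and no biological explanation was tested.

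The exposed-control difference of whole flies changed for 17 genes between 24 and 48 hr, by an interaction test. Of 100 permutations of the time labels, the real one included, 1 gave as many, which argues against chance if flies of 1 vial are independent. The labels do not let this independence be tested. The shares of permutations, here and for brains, are not adjusted over the interaction tests. With lane as a covariate 20 genes changed, which argues against lanes. After median-of-ratios scaling 2 changed, and the authors' normalization cannot be told apart from a change with time for the others, since most calls were lost. Between 48 and 72 hr the difference changed for 276 genes, and 3 of 100 permutations gave as many, with up to 1392. This share argues against chance only on the same condition and without adjustment. After scaling 966 changed and with lane as a covariate 644, which argues against normalization and lanes as the whole source. A change with the stage of infection is left as a hypothesis found and tested on the same data. Between 72 and 96 hr it changed for 4 genes, where 11 of 100 permutations gave as many, with up to 648, so chance cannot be excluded. The number was 6 after scaling and 4 with lane as a covariate.

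In brains the difference changed for 8 genes between 24 and 48 hr, where 4 of 100 permutations of the time labels gave as many, with up to 1272. That share argues against chance only on the same condition and without adjustment. Scaling gave 9, which argues against the authors' normalization. The difference changed for 1 gene between 48 and 72 hr, where 10 of 100 permutations gave as many, with up to 169. Scaling gave 1 there, and chance cannot be excluded. All brains were in 1 lane. A change with time stays open.

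The 7 immune genes tested in brains had a median log2 fold change of 2.86 at 24 hr, in genes that the paper does not discuss for brains. The fat body list was lower in exposed brains of 24 hr, with a median of -1.84 (6 of 8 genes tested, all lower, 0 called), which argues against more fat body RNA in exposed brains. It was also lower at 48 hr (-0.70) and 72 hr (-2.59). RNA from fat body cells that had raised these genes cannot be told apart from a response of brain cells, as the profile of such cells is assumed to be that of whole flies. The rise of Mtk equals 5.33% of its level in exposed whole flies of 24 hr, and the yolk protein genes in exposed brains stand at 4.86% (Yp1), 2.46% (Yp2) and 9.41% (Yp3) of theirs. Of the other fat body genes, Obp99b stands at 0.592%, FASN1 at 74.3% and apolpp at 329%. The rises of AttC (6.73%) and Drs (3.64%) lie near that of Mtk, but those of DptB (1.56%), AttB (0.636%), CecA1 (0.565%) and CecA2 (0.0871%) lie far below it. AttA (-0.0192%) and PGRP-SA (-0.46%) did not rise in mean TPM, and DptA and edin were listed at 0. These values go against 1 share common to all 11 genes.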

How the results depend on the processing

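The tests with the cadavers of 120 hr alone and without the 96 hr libraries were chosen after the results were seen. A change of sign was counted as reversed only where 1 of the 2 values was past the threshold. Counts of genes past the threshold are compared with 1001 (24 hr), 61 (48 hr), 4919 (72 hr), 2871 (96 hr) and 4128 (24 to 96 hr) in whole flies, 107, 6, 0 and 59 (24, 48, 72 and 24 to 72 hr) in brains, 0 for fungal transcripts of living flies against cadavers, and 7926 for fungal transcripts of brains. Unless stated, the cause was not tested.

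Scaling by median-of-ratios factors gave 634 at 24 hr and 32 at 48 hr in whole flies, and 195 in brains of 24 hr. Testing without the filter gave 40 at 48 hr in whole flies, 20, 0, 2 and 21 in brains, and 28430 for brain fungal transcripts, where more transcripts were tested. Lane as a covariate gave 36 at 48 hr and 1066 at 96 hr, where no exposed library was in lane 4. Time point as a covariate gave 117 in brains of 24 to 72 hr. An unadjusted p under 0.001 gave 557, 96, 2721, 930 and 1713 in whole flies, 33 at 48 hr, 33 at 72 hr and 120 over all time points in brains, and 55 for living flies against cadavers. A one-way analysis of variance on TPM gave 460 at 24 hr, 2513 at 72 hr, 114 at 96 hr and 1148 over 24 to 96 hr in whole flies, 19 at 72 hr and 92 over all time points in brains, 25 for living flies against cadavers and 2955 for brain fungal transcripts. A pseudocount of 0.1 gave 1 for living flies against cadavers, and the cadavers of 120 hr alone gave 3158. Without the 96 hr libraries, 1558 genes were called over 24 to 96 hr.

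The replicate numbers, from the labels for brains and from the header of the expression tables for whole flies, taken as a block, gave 90 at 24 hr, 38 at 48 hr and 1749 at 96 hr in whole flies, and 21 in brains of 48 hr. Neither the labels nor the methods say that equal numbers pair samples. The paper's results call the brain controls paired, without stating which brains form a pair. Deviations from the group mean of libraries with the same number correlated between -0.293 and 0.556, and in no comparison were all above 0.1, so the block is not read as a pairing.

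With fry instead of camera, 31 list tests passed the threshold instead of 52. The glutamine and glutamate list at 72 hr in whole flies reversed, from higher relative to other genes with camera (adjusted p = 0.878) to lower with fry (adjusted p = 0.0308). Camera compares a list with other genes, whose median was lower, and fry compares it with 0.

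Leaving out 1 library at a time gave 378 to 1188 at 24 hr, 28 to 69 at 48 hr, 3756 to 5653 at 72 hr and 875 to 4872 at 96 hr in whole flies, 14 to 915, 0 to 35 and 0 to 51 in brains of 24, 48 and 72 hr, 0 to 2227 for living flies against cadavers and 7881 to 7957 for brain fungal transcripts. Where this left a group with 1 library, it was assumed to vary like the other group.

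Of the 138 named genes in their comparisons, 88 kept their direction and side of the threshold under every alternative run. Over all alternatives except leaving out libraries, 608 gene values stayed on their side, 43 lost and 16 gained a call, and 0 reversed. For lists these numbers were 280, 35 and 8, with the 1 reversal above. The fungal genome relation, the R2 of brains and the count of immune genes higher in a cadaver kept their values within the limits set for them.

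The alternative that used reads aligned to the de novo transcriptome alone could not be run, since the tables hold no reads. Depth is unknown, and limits what can be said of genes listed at 0.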

Differences from the paper's values

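The paper states 9500 fungal transcripts of the de novo transcriptome past its filter, and 16451 passed it here. No alternative was set for this count, and over exposed flies and cadavers alone it was 15644.

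For brains of 72 hr the paper states 3500 fungal transcripts as higher in exposed brains, and 7819 were higher here. The paper's sentence compares with earlier time points, but the supplementary list that it cites is of exposed against control brains at 48 and 72 hr. The 7819 come from exposed against control brains of 72 hr alone, so the 2 counts may differ in what they compare. By a rule that the design did not set, a value in every exposed brain of 72 hr above every exposed brain of 24 and 48 hr and every control, the count was 3592. Of the alternatives set before the data were examined, a one-way analysis of variance on TPM with an unadjusted p under 0.001, the test in the paper's methods, gave 2955, within the limit for a difference. A pseudocount of 0.1 (7805), no filter (28369), median-of-ratios scaling (7852), the replicate numbers as a block (7820), an unadjusted p under 0.001 (7448) and leaving out any 1 brain (7785 to 7862) did not.

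The brain heatmap shows about 90 fly genes in Fig. 8B, read by eye, and 59 were called here. Of the alternatives set before the data were examined, median-of-ratios scaling (77), time point as a covariate (117), an unadjusted p under 0.001 (120) and a one-way analysis of variance (92) lay within the limit for a difference. A pseudocount of 0.1 (57), no filter (21) and the replicate numbers as a block (55) did not.

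The median pairwise R2 of the living exposed flies of 96 hr is about 0.8 in Fig. 8A, read by eye, and 0.208 here on TPM. On log2(TPM + 1), set before the data were examined, it was 0.611, within the limit for a difference, and without the filter 0.210, which was not.

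The paper states that tim is higher in exposed brains. Here its log2 fold change was -0.55, lower at each time point, while fru was higher, as the paper states.

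The paper states an inverse relation of the genome transcripts with fungal titer. Here the median Spearman rho with the number of de novo transcripts above 0 was 0.399. The median TPM of the genome transcripts above 0 did fall with that number (rho = -0.741).

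The paper states that exposed flies of 24 and 48 hr vary more than those of 72 hr. Here the median R2 on TPM was 0.861, 0.813 and 0.556, the other way round. The median SD on the log2 scale was 0.420, 0.548 and 0.421, higher at 48 hr alone.

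The paper states that 2 of the living flies of 96 hr resemble controls. Here the R2 with controls was 0.579, 0.250 and 0.244 in the libraries labelled 96 hr exposed 1, 2 and 3, and 8, 10 and 10 of the 11 immune genes lay above every control. In the libraries labelled 96 hr cadaver 1 and 2, whose fungal profiles lay nearer living flies, the R2 with controls was 0.585 and 0.662, and 0 of the 11 genes lay above every control.

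The paper states that 1 of the cadavers has higher expression of the 11 immune genes than exposed flies of 72 to 96 hr. Here 1 of 11 genes, Drs, was higher in some cadaver than in every living fly of 72 and 96 hr. Among the 6 cadavers alone, 7 of the 11 genes were highest in 120 hr cadaver 2. The library labelled 96 hr exposed 3, whose fungal profile lay nearer the cadavers of 120 hr (0.852) than the living flies of 72 hr (0.483), was the highest of these cadavers and living flies for the other 10 genes.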

Other observations

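Of the tests below, all except those of the few genes taking most of the TPM at 72 hr, the lanes at 96 hr and the time of day for tim were chosen only after the result was seen.

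Other splits of the libraries into groups of the same sizes, the real split counted in, gave as many genes past the threshold in 2 of 84 splits at 24 hr, 3 of 84 at 48 hr, 1 of 84 at 72 hr, 1 of 100 drawn splits over 24 to 96 hr in whole flies and 2 of 100 drawn splits over all time points in brains. Chance can be excluded there only if flies of 1 vial are independent, which the labels do not let be tested, and these shares are not adjusted over the 10 results. At 24 and 48 hr other splits gave up to 1901 and 3202 genes, and in brains up to 276. For living flies of 72 hr against cadavers limma called 0 transcripts, so the splits were counted at an unadjusted p under 0.05. There 6 of 100 gave as many as the 3571 of the real split, with up to 5471, so chance cannot be excluded. The design has too few splits to exclude chance at 96 hr (1 of 10) and in brains of 24 hr (1 of 10). So it has in brains of 72 hr (1 of 10, at an unadjusted p under 0.05, with 1172 genes). For brain fungal transcripts the splits are also too few (1 of 10), but every other split gave 0 calls. Exposed brains of 72 hr listed 38105 to 40453 of these transcripts, against 767 to 1474 in all 8 control brains. On the same condition, these values argue against chance for that comparison.

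At 72 hr 81.7% of the genes past the threshold were lower in exposed flies, and 56.8% after median-of-ratios scaling. The authors' normalization cannot be told apart from a true excess, since the scaling sets the median ratio to 1. Leaving out the 100 genes of the highest mean, which held 39.1% of TPM in controls and 48.5% in exposed flies, moved the median log2 fold change of the other genes from -0.41 to -0.21, which argues against these genes as the whole source.

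On fungal profiles, 4 of the 6 libraries labelled 96 hr lay nearer the undisputed libraries of the other state: cadaver 1 and 2 nearer the living flies of 72 hr, exposed 2 and 3 nearer the cadavers of 120 hr. None of the 9 undisputed libraries did. Libraries of 1 state in different lanes correlated at a median of 0.748, and libraries of 2 states in 1 lane at 0.494, which argues against lanes. Mislabelled samples stay open. So does a fly near death with a fungus like that of a cadaver, or a cadaver taken soon after death, which was not tested. The paper describes 2 living flies of 96 hr that resemble controls, and 1 cadaver with higher immune genes. With the 4 labels exchanged, cadaver 1 and 2, with 0 of 11 immune genes above every control, would be such living flies. Exposed 3, the highest late library for 10 of the 11 genes, would be such a cadaver. This match favors mislabelled samples without excluding the other explanations. The labels were kept, so all results that use the 96 hr libraries rest on them.

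At 24 hr exposed flies listed more fungal genome transcripts than controls within each lane. The lowest exposed fly of lane 4 had 535 and that of lane 6 had 576, and the highest of all 15 controls had 507. This argues against lanes and reads carried over from infected libraries. The count itself would rise with depth, so it cannot argue against depth. The exposed fly with 535 had a smallest fly TPM above 0 of 0.0091, against 0.00283 in the control with 507. That goes against a deeper exposed library, but it is a single pair, so depth stays open. Early fungal RNA is left as a hypothesis found and tested on the same data.

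Control flies of lane 6 listed more fungal transcripts (median 5597, 5369 to 9253, n = 7) than those of lane 4 (median 3390.5, 2938 to 7178, n = 8; exact permutation test, 2-sided, p = 0.00948). Of the 15 controls 8 lay nearer the infected libraries of their own lane, 7 of 7 in lane 6 and 1 of 8 in lane 4. Most controls of both lanes thus lay nearer the infected libraries of lane 6, so this test cannot tell reads carried over within a lane apart from other sources. No biological explanation was tested.

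The genome transcripts above 0 had a higher median TPM where fewer were listed. The 15 controls showed the same (Spearman rho = -0.807), as the authors' normalization to a fixed total would give, and it stays open as the source. A biological relation with the amount of fungus was not tested.

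Among clock genes, those of the phase of tim had a median log2 fold change of -0.09 over all brains and those of the opposite phase 0.40, with 0 called in either list. Of the 4 genes of its phase, per (-0.34, standard error 0.19), vri (-0.12, 0.21) and Pdp1 (-0.07, 0.12) were lower. The other, cwo (0.20, 0.12), was higher, and all 4 changed less than tim (-0.55). Lower genes of its phase and higher ones of the opposite phase are what a shift in the time of day of sampling would give. The methods give such an order, since control brains were dissected before exposed ones. With changes this small and 1 gene against it, such a shift cannot be told apart from an effect of exposure on tim.

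Mitochondrial ribosomal protein genes, lower in exposed whole flies of 72 hr, had a median of 0.36 in exposed brains of 72 hr, which hold no ovary. Less ovary tissue in exposed flies stays open as the source, as does a response of other tissues.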
